# Transcriptome Analysis of a Spray Drying-Resistant Subpopulation Reveals a Zinc-Dependent Mechanism for Robustness in *L. lactis* SK11

**DOI:** 10.3389/fmicb.2018.02418

**Published:** 2018-10-15

**Authors:** Annereinou R. Dijkstra, Marjo J. C. Starrenburg, Tilman Todt, Sacha A. F. T. van Hijum, Jeroen Hugenholtz, Peter A. Bron

**Keywords:** *Lactococcus lactis* SK11, robustness, spray drying, heat stress, transcriptome, zinc

## Abstract

The viability of starter cultures is essential for an adequate contribution to the fermentation process and end-product. Therefore, robustness during processing and storage is an important characteristic of starter culture strains. For instance, during spray drying cells are exposed to heat and oxidative stress, generally resulting in loss of viability. In this study, we exposed the industrially relevant but stress-sensitive *Lactococcus lactis* strain SK11 to two cycles of heat stress, with intermediate recovery and cultivation at moderate temperatures. After these two cycles of heat exposure, the abundance of robust derivatives was increased as compared with the original culture, which enabled isolation of heat-resistant subpopulations displaying up to 1,000-fold enhanced heat stress survival. Moreover, this heat-resistant subpopulation demonstrated an increased survival during spray drying. Derivatives from two independent lineages displayed different transcriptome changes as compared with the wild type strain, indicating that the increased robustness within these lineages was established by different adaptive strategies. Nevertheless, an overlap in differential gene expression in all five derivatives tested in both lineages included three genes in an operon involved in zinc transport. The link between zinc homeostasis and heat stress survival in *L. lactis* was experimentally established by culturing of the wild type strain SK11 in medium with various levels of zinc ions, which resulted in alterations in heat stress survival phenotypes. This study demonstrates that robust derivatives of a relatively sensitive *L. lactis* strain can be isolated by repeated exposure to heat stress. Moreover, this work demonstrates that transcriptome analysis of these robust derivatives can provide clues for improvement of the robustness of the original strain. This could boost the industrial application of strains with specific desirable traits but inadequate robustness characteristics.

## Introduction

Lactic acid bacteria (LAB) have been applied in food fermentation since ancient times for their role in preservation and for their flavor-enhancing properties (Leroy and De Vuyst, 2004). Since the start of industrial food fermentation, improvement of industrially relevant characteristics of the employed strains has been an ongoing process (Leroy and De Vuyst, 2004; Bachmann et al., 2014; Derkx et al., 2014; Dijkstra and Bron, 2018). Recently, interest has increased in the use of evolutionary engineering and selection strategies for strain improvement (Bachmann et al., 2014; Derkx et al., 2014). With these methods, strains with a specific desired phenotype are obtained by applying conditions in evolution and selection experiments that are advantageous for mutants with this phenotype and generally involve a higher growth rate or an increased ability to survive. The development of next-generation sequencing techniques has enabled the use of full genome resequencing and/or RNA sequencing for characterization of evolved or selected mutants to obtain further understanding of the mechanisms responsible for the desired traits (Bachmann et al., 2014; Derkx et al., 2014). In contrast to targeted mutagenesis the mutants obtained are considered to be natural, which enables their application in food fermentation without regulatory hurdles (Johansen, 2018).

One of the most extensively used lactic acid bacteria in food fermentation is *Lactococcus lactis*, notably in the production of cheese, butter, and buttermilk (Leroy and De Vuyst, 2004). Starter culture strains are generally selected for their flavor-forming and fast-acidifying characteristics, complemented with robustness characteristics during industrial processing (Smit et al., 2005; Bron and Kleerebezem, 2011; Papadimitriou et al., 2016).

Adaptive evolution and selection strategies have been successfully applied in *L. lactis* strains. For example, prolonged propagation in milk resulted in the adaptation of the plant-derived *L. lactis* strain KF147 to a dairy environment (Bachmann et al., 2012). Genome resequencing and comparative transcriptome analyses revealed changes in nitrogen metabolism and down-regulation of genes involved in degradation of plant material in the milk-adapted derivatives (Bachmann et al., 2012).

Changes in robustness of *L. lactis* strains have been achieved by targeted and random mutagenesis (Duwat et al., 1999; Rallu et al., 2000; Cesselin et al., 2009), but also spontaneous mutations have resulted in mutants with more robust phenotypes (Rochat et al., 2005; Smith et al., 2012). Alternatively, improved robustness of *L. lactis* strains can be realized by pre- or cross-adaptation, during which cells are subjected to a mild stress before exposure to the same or a different lethal stress, respectively. For example, previous studies demonstrated that a relatively high oxygen level during fermentation resulted in an increased robustness toward heat stress of *L. lactis* strain MG1363 and exposure to mild acid stress increased survival of strain NCDO712 during subsequent lethal doses of acid, heat, osmotic, oxidative, and ethanol stress (O'Sullivan and Condon, 1997; Dijkstra et al., 2014a). However, these adaptation methods can complicate the fermentation process, effects of adaptation conditions on robustness vary among strains (Dijkstra et al., 2016) and robustness is considered to be only improved for a short period in contrast to mutants obtained from evolution and selection experiments.

*L. lactis* subsp. *cremoris* strain SK11, which has been isolated from a cheese starter culture, has been previously demonstrated to be relatively sensitive toward heat stress and spray drying (Dijkstra et al., 2014b). Furthermore, heat stress survival of SK11 was shown to be highly influenced by fermentation conditions (Dijkstra et al., 2016). In this study, we repeatedly exposed strain SK11 to heat stress to select derivatives with improved robustness, which is relevant for survival during spray drying (Santivarangkna et al., 2008; Dijkstra et al., 2014b). The gene expression levels in the robust derivatives were compared to the wild type strain to gain insight in the molecular mechanisms driving improved robustness. This approach revealed a potential role for zinc in robustness of this strain which could be experimentally verified.

## Materials and methods

### Strains and growth conditions

*L. lactis* strain SK11 (Makarova et al., 2006) and derivatives were grown in M17 broth (Oxoid, Basingstoke, United Kingdom) supplemented with 0.5% (w/v) glucose (Merck, Darmstadt, Germany) (GM17) at 30°C. Selected colonies were incubated in 96-well plates (Greiner Bio-One, Germany) for 2 days and then supplemented with 30% glycerol and stored at −80°C.

### Selection experiment for robust derivatives

Strain SK11 was cultured at 30°C in 50 ml GM17. When stationary phase of growth was reached, two aliquots of 10 ml were collected and handled individually throughout the remainder of the experiments (lineage A and lineage B). Cells were centrifuged for 10 min at 1,865 × g and resuspended in 10 ml of 50 mM sodium phosphate (Merck) buffer pH 7.2 and transferred in 96 aliquots to 0.1 ml 96-well PCR plates to achieve a more consistent temperature profile in the entire sample during heat treatment (MicroAmp, Applied BioSystems, Foster City, USA). Heat stress was applied by incubation at 50°C for 40 min in a Gene-Amp PCR system 9700 (Applied BioSystems, Foster City, USA). After incubation, the aliquots were recombined and transferred back to 10 ml tubes and centrifuged for 10 min at 1,865 × g. Cells were resuspended in 10 ml GM17 and incubated at 30°C to allow growth of the remaining living cells. When these cells had reached stationary phase of growth (determined by pH-measurement), the above described procedure was repeated for both cultures. During each cycle, survival was determined by spotting serial dilutions of the samples before and after applying heat stress in triplicate on M17 agar plates supplemented with 0.5% glucose (Sieuwerts et al., 2008). Colony forming units (CFU) were determined after incubation of the plates for 3 days at 30°C.

### Heat stress survival assay

Heat stress survival was determined by a method previously developed in our laboratory, with minor modifications (Dijkstra et al., 2014b). Cells were harvested from 1 ml of culture in 96-deepwell plates (Greiner Bio-One) by centrifugation at 1,865 × g for 10 min and resuspended in 1 ml sterile 50 mM sodium phosphate (Merck) buffer pH 7.2. To measure heat stress survival, 0.1 ml of the cell suspensions were incubated at 50°C for 30 min in a 96-well PCR plate (MicroAmp, Applied BioSystems, Foster City, USA) in a Gene-Amp PCR system 9700 (Applied BioSystems, Foster City, USA). Survival was assessed by spotting 2 μl of serial dilutions with a Tecan Freedom Evo (Tecan, Switzerland) on M17 agar plates supplemented with 0.5% glucose. Colony forming units (CFU) were determined after incubation of the plates for 1–3 days at 30°C.

### Spray drying

Lab-scale spray drying was performed as described previously (Dijkstra et al., 2014b). Briefly, after overnight growth in 200 ml GM17, cells were harvested by centrifugation at 3,315 × g for 7 min and resuspended in 20% (w/v) skim milk powder. Cell suspensions were dried in a mini lab-scale spray dryer (model B-290, Büchi Labortechnik AG, Flawil, Switzerland) by using an inlet temperature of 200°C and an outlet temperature of 100°C. Ice water was continuously used to cool the nozzle. The generated powders were rehydrated [1% (w/v)] in a solution containing peptone (1 g/l) and sodium chloride (8.5 g/l) and incubated at room temperature for 30–60 min. To determine survival, the rehydrated cell suspension and the feed cell suspension were serially diluted in duplicate and spotted (5 μl) in triplicate on GM17 agar plates (Sieuwerts et al., 2008). After 3 days of incubation at 30°C, colony forming units were determined. Dry weight of the cell suspensions was assessed in triplicate by measuring the weight of 5 ml of sample after incubation at 55°C for 5 days.

### RNA isolation and sequencing

For transcriptome analysis, SK11 and its robust derivatives A3, A5, B1, B2, and B7 were cultured in duplicate in 50 ml GM17 at 30°C. In exponential phase of growth (OD 0.8–1.1) samples were taken for RNA isolation. RNA isolation was performed using routine procedures, as described previously (Bron et al., 2012) with minor adjustments. Aliquots of 5 ml of culture were centrifuged at 4,000 × g for 3 min at 2°C and cells were resuspended in 0.5 ml cold TE buffer. To this suspension, 500 μl 1:1 phenol/chloroform, 30 μl 10% SDS, 30 μl 3M sodium acetate pH 5.2 and 500 mg 0.1 mm zirconia beads (Biospec Products, Inc., Bartlesville, USA) was added in a 2 ml screw-cap tube and samples were frozen in liquid nitrogen and stored at −80°C. cDNA synthesis and sequencing with an Ion Proton system using an Ion PI-chip (Life Technologies) was performed by PrimBio Research Institute (Exton, USA). The data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series Accession number GSE119647.

### Data analysis

Demultiplexed fastq-files were analyzed using Transcriptor with default settings (Todt et al., submitted for publication). Read data were mapped against the reference genome sequence of SK11 using Bowtie2 (Langmead and Salzberg, 2012). Transcripts were determined by applying a segmentation algorithm to the alignment results (Todt et al., 2012). Segments with read coverage above a minimum read count threshold of five reads were identified and adjacent segments were joined. For each sample, transcripts were annotated by matching them with gene annotations provided by the selected reference genome. Read counts were used to identify differentially expressed genes across the different derivatives and the original SK11 strain using edgeR (Robinson et al., 2010). *P*-values were corrected for multiple testing using the Benjamini and Hochberg procedure provided by the edgeR package. We selected the genes with a false discovery rate < 0.05 and an absolute log2 fold change >2 for comparison of the robust derivatives and the original SK11 strain for further analysis. Multivariate Redundancy Analysis was done using Canoco 5.04 (Ter Braak and Smilauer, 2012), using default settings of the analysis type “Constrained.” Z-transformed RNA expression values (for each sample average 0, standard deviation 1) for the genes was used as response data and the sample lineages as explanatory variable.

### Assessment of the effect of zinc on robustness

The effect of zinc on the heat stress survival of strain SK11 and the robust derivatives was assessed by growing the strains in chemically defined medium (CDM). The composition of CDM was as described previously (Wegkamp et al., 2007; Dijkstra et al., 2014a) with varying concentrations of zinc (0, 0.017, 0.17, 1.7, 17, or 174 μM). Heat stress survival was assessed as described above, with the minor adjustment that the cells were exposed to 50°C for 20 min.

## Results

### Repeated exposure to heat stress results in enrichment of robust derivatives

To obtain derivatives of *L. lactis* SK11 with increased robustness toward spray drying, cell suspensions (two independent replicates) were exposed twice to heat stress with intermediate liquid culturing of the surviving subpopulation. After both cycles of stress, a similar survival of the population (±0.003%) was observed. However, comparing individual colonies of surviving cells after the second cycle of heat stress with individual colonies from the original culture revealed an increase in robust variants in both lineages (Figure 1). Although both lineages were processed identically, lineage B included isolates with a higher robustness than those from lineage A (Figure 1).

**Figure 1:**
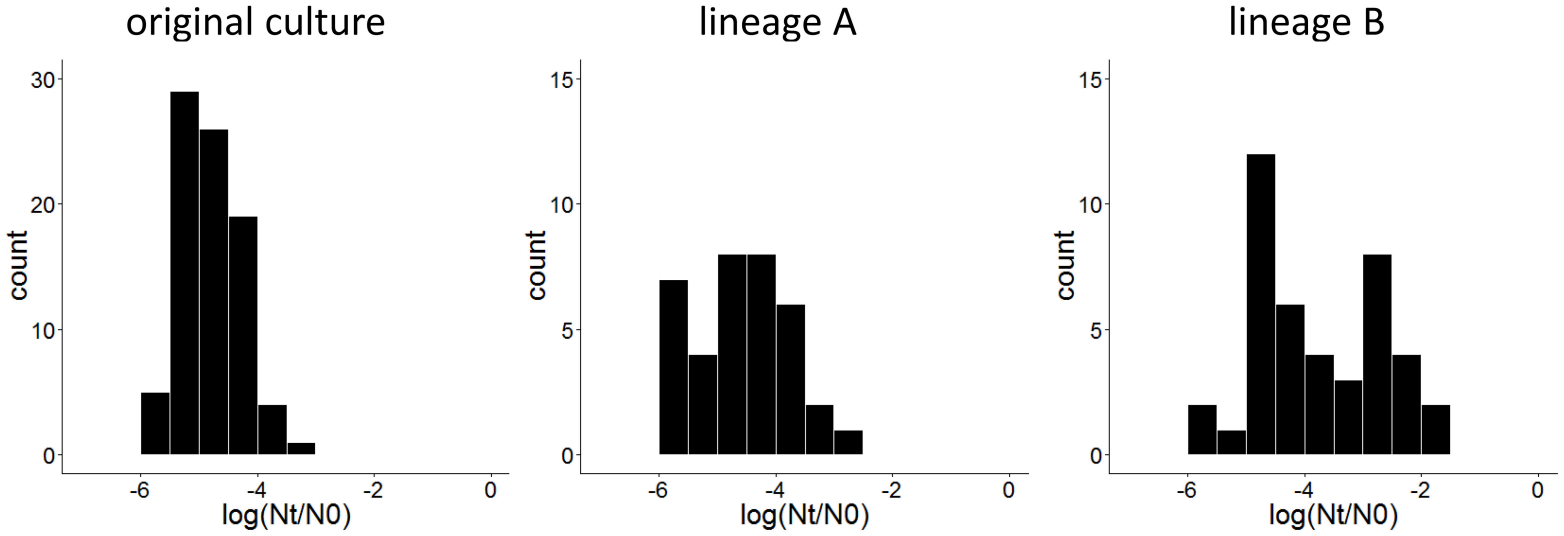
Distribution of survival after 30 min at 50°C, expressed as the difference between log CFU/ml after stress (Nt) and before stress (N0) of 84 isolates of the original culture and 36 and 42 isolates after two cycles of heat stress from lineage A and lineage B, respectively.

To determine the stability of the robustness phenotype, the 10 most robust isolates obtained after two cycles of stress from each lineage were cultured for ~20 generations. Subsequent reassessment of their robustness toward heat stress revealed that highly improved robustness phenotypes were still present. From these cultures, we selected the most robust isolates from each lineage (A3 and A5 from lineage A and B1, B2, and B7 from lineage B), which displayed a 25 to over 1,000 times increased survival as compared with the original strain (Figure 2).

**Figure 2:**
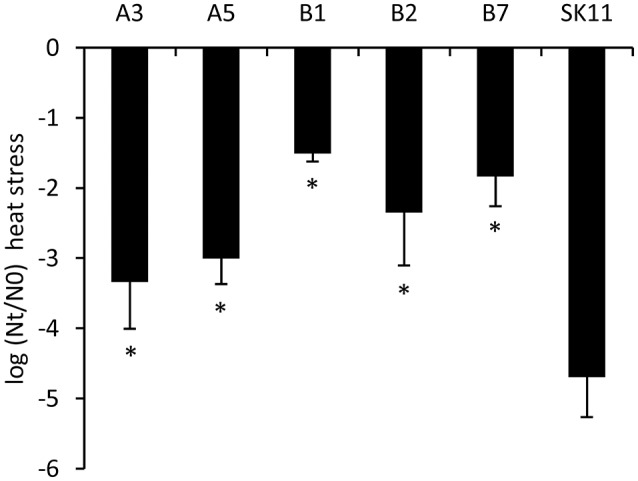
Survival during heat stress of the original strain SK11 and five heat-robust derivatives, expressed as the difference in log CFU/ml (heat stress) after stress (Nt) and before stress (N0). The data represent averages of four biological replicates. Error bars indicate standard deviations. ^*^P < 0.05 (*t*-test, compared with SK11).

These data demonstrate that by repeated exposure to heat stress, more robust derivatives can be enriched within a population, which enables the isolation of these more robust derivatives. Moreover, we demonstrated that the improved robustness toward heat stress is a stable characteristic upon culturing of these derivatives.

### Heat-robust derivatives display enhanced spray drying survival

To study if the five robust derivatives A3, A5, B1, B2, and B7 were also more robust toward spray drying as compared with the original strain SK11, all strains were dried in a lab-scale spray dryer. Derivative B1 displayed the smallest loss in viability during spray drying (20% survival) as compared with SK11 (0.5% survival), whereas the other derivatives displayed survival rates ranging from 0.6 (A5) to 19% (B7). These observations are in line with the fact that derivative B1 also displayed the smallest loss in viability during heat stress. Concomitantly, a significant correlation between heat stress survival and spray drying survival of the derivatives and the original strain was observed (Pearson correlation coefficient = 0.89, Figure 3). Taken together, these data establish that derivatives with an improved survival during spray drying can be obtained by repeated exposure to heat stress.

**Figure 3:**
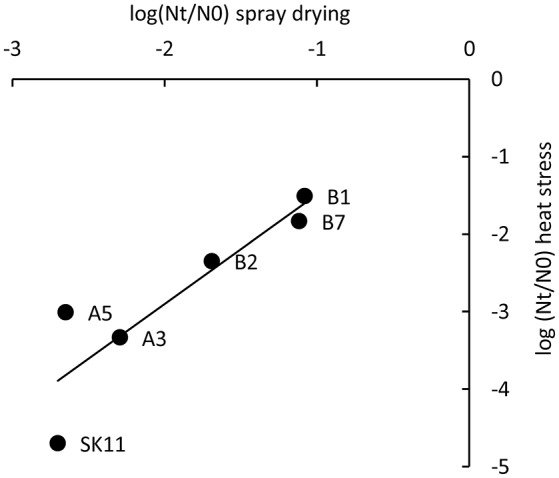
Correlation of survival during heat stress and during spray drying of SK11 and five robust derivatives, expressed as the difference in log CFU/ml (heat stress) or CFU/g (spray drying) after stress (Nt) and before stress (N0). The data represent averages of four (heat stress) or two (spray drying) biological replicates. Pearson correlation coefficient = 0.89.

### Transcriptome analysis associates zinc transport with robustness

To better understand the increase in robustness of the robust derivatives, we performed an RNAseq-based transcriptome analysis (Supplementary data). 

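RNA was compared between *L. lactis* SK11 and 5 heat-robust derivatives, of which A3 and A5 came from lineage A and B1, B2 and B7 from lineage B. The paper states that each strain was cultured in duplicate, so that 12 libraries were analysed, with n = 2 cultures per strain. The cultures had a volume of 50 ml and were grown at 30°C in GM17, which is M17 broth with 0.5% glucose, and cells were taken at an OD of 0.8 to 1.1. The authors sequenced cDNA on an Ion Proton system, mapped the reads to the SK11 genome with Bowtie2 and obtained counts per gene with the Transcriptor program, and the deposited values are whole-number counts for 2607 genes. The genome build and the treatment of reads that map to several places are not given in the sources used here, and neither is the use of strand in the counting, so that reads of overlapping genes or of near-identical copies cannot be separated. The total count per library was 3145030 and 5668906 for SK11, 3504582 and 6913655 for A3, 4131648 and 6669784 for A5, 4769485 and 5852212 for B1, 3772749 and 5843919 for B2, and 5101792 and 5878247 for B7. The median over the libraries was 5385349, and the values below rest on these counts. In the 2 rows of the paper's read table that were used here, out of 12, the paper's read numbers for the SK11 libraries were 3371484 and 6044315, with 93.63% and 93.38% aligned, and the summed counts equal 93.3% and 93.8% of the read numbers. In SK11 replicate 2 the counts thus exceed the aligned reads, so that they are not a plain share of the reads. The tRNA genes took 3.21 to 6.82% of the counts and the rRNA genes 0.678 to 1.201%. The 10 genes with the highest counts took 18.8 to 27.3% of a library. The replicate libraries of a strain differed by more than the sampling noise, with a chi-square per degree of freedom of 46.9 to 103 over genes. All libraries entered one fit of edgeR's quasi-likelihood test with TMM normalization, so that the strains shared one estimate of the spread, and p-values were adjusted by the Benjamini and Hochberg procedure over the 2358 genes that passed the filter on low counts. A gene is called differentially expressed below where its adjusted p was under 0.05 and its absolute log2 fold change over 2, which are the paper's thresholds. Counts scaled for library size are given as CPM, with mean ± SD.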

The five derivatives and the original strain SK11 were cultured in GM17 and cells were harvested from exponential phase of growth for RNA isolation and assessment of heat stress survival. Similar to what we observed in stationary phase of growth, all derivatives displayed a significantly increased robustness toward heat stress in the exponential phase of growth as compared with the original strain SK11 (data not shown).

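The RNA profiles of lineage B lay apart from those of both lineage A and SK11. On the first principal component of log2 CPM, which held 64.1% of the variance, the B1, B2 and B7 libraries had scores of 4.81 to 11.1, and the A3, A5 and SK11 libraries had scores of -9.86 to -7.50. The second component held 9.12% of the variance and set the SK11 libraries, at -4.23 and -5.73, apart from the lineage A libraries, at 1.70 to 4.83. Pearson's correlation of log2 CPM across genes had a median of 0.985 between libraries of the same strain, 0.979 between strains of the same lineage and 0.932 between libraries of different lineages, where SK11 counts as a lineage of its own and genes are not independent replicates. Grouping the libraries into SK11, lineage A and lineage B explained 69.6% of the variance in a redundancy analysis on values z-transformed per library (exact permutation test, p = 7.215e-05, the smallest that 13860 arrangements of the 12 libraries can give). Libraries of one strain are not separate derivatives. With the 6 strains as units, a setting chosen after the data were seen, the exact permutation p was 0.0167, the smallest that 60 arrangements can give. In every strain replicate 2 had the higher total count, so that the replicate number cannot be told apart from depth. The replicate number explained 5.16% (exact permutation test that swapped numbers within strains, p = 0.03125, the smallest that 32 arrangements can give). This p was 0.1562 without B1 replicate 2, 0.09375 without A3 replicate 1 or without SK11 replicate 1, and 0.0625 without A5 replicate 1, without A5 replicate 2 or without B2 replicate 1.

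**Figure D1:**
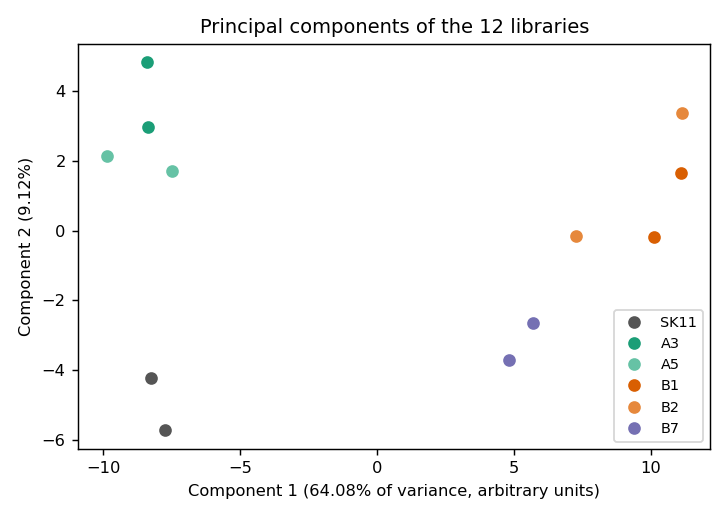
Scores of the 12 libraries on the first and second principal components of log2 CPM of 2358 genes, in arbitrary units, with the share of variance on each axis; each point is a library, coloured by strain. The 6 libraries of lineage B lie to the right at 4.81 to 11.1, and the SK11 libraries lie below those of lineage A.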

Multivariate Redundancy Analysis demonstrated that there was no significant difference between the transcriptomes of each replicate, whereas transcriptomes of both lineages and wild-type could be readily distinguished from each other (*P* = 0.002). Moreover, it revealed a significant difference between the transcript levels of derivatives from lineage A and derivatives from lineage B (*P* = 0.004), suggesting that the underlying molecular mechanism resulting in improved robustness differed between the lineages. 

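Genes of an ABC transporter, a glycosyltransferase and a cell wall-associated hydrolase were among the 10 genes with the largest fold changes between the lineages. The largest was that of the hypothetical protein gene LACR_0339, higher in lineage B (log2 fold change 6.72, SE 0.548, adjusted p = 1.66e-06 from edgeR's quasi-likelihood test), which had 7 counts in A3 and 4 in A5 over both libraries. LACR_0940, an ABC transporter permease gene at 885480 to 886997 on the SK11 genome, had 1245 ± 210.1 CPM in B1, 3435 ± 1840 in B2 and 595 ± 18.6 in B7 (SD, n = 2 each), against 15.5 ± 1.68 in A3 and 16.0 ± 0.981 in A5. The log2 fold change of lineage B over lineage A was 6.43 (SE 0.26, adjusted p = 8.97e-09 from edgeR's quasi-likelihood test). The neighbouring LACR_0941, for the ATPase of a peptide ABC transporter, had a log2 fold change of 6.45 (SE 0.279, adjusted p = 1.41e-08 from edgeR), and LACR_0535, for a cell wall-associated hydrolase, one of 4.75 (SE 0.173, adjusted p = 3.91e-09 from edgeR). In the other direction, the glycosyltransferase gene LACR_0949 had a log2 fold change of -5.31 (SE 0.133, adjusted p = 3.39e-10 from edgeR) and the outer membrane protein gene LACR_0149 one of -4.89 (SE 0.178, adjusted p = 3.91e-09 from edgeR). Of the 2358 genes tested with edgeR, 146 were differentially expressed between the lineages, 90 higher and 56 lower in lineage B. The p-values of this comparison rest on the spread between cultures of a strain, not on that between derivatives of a lineage. The calls of LACR_0949 and LACR_0149 were kept in all 22 alternative settings, counts summed per strain among them. At the adjusted p alone, 586 genes were higher in lineage B and 620 lower. In the redundancy analysis of the derivatives, the lineage explained 65.1% of the variance (exact permutation test, p = 0.004762, the smallest that 210 splits of the 10 libraries can give). Libraries of one strain are not separate derivatives, and with the 5 strains as the units the exact permutation p was 0.1, the smallest that 10 splits can give.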

We selected the genes with a significantly different gene expression level as compared with the original strain SK11 (fdr < 0.05 and absolute(log2 FC) > 2) for further analysis. The derivatives within each lineage displayed a high similarity in differentially expressed genes (Figure 4). 

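Most genes that were differentially expressed in A3, in A5 or in B7 were so in every derivative of their lineage, which did not hold for B1. In B2 it depended on the setting, since 80 of its 171 genes were so in B1 and B7, but 79 of 131 without B2 replicate 2 and 340 of 577 at an absolute log2 fold change over 1. A3 and A5 shared 25 genes in the same direction, 8 higher and 17 lower than in SK11, with 3 more in A3 and 6 more in A5. B1, B2 and B7 shared 80 genes, 49 higher and 31 lower. Another 62 were shared by B1 and B2 alone, 9 by B1 and B7 alone and 8 by B2 and B7 alone, and 63 were differentially expressed in B1 only, 21 in B2 only and 14 in B7 only. Independent lists of these sizes would share 0.207 genes between A3 and A5 and 0.186 between B1, B2 and B7. All comparisons use the same SK11 libraries. In 50 simulations of unchanged strains, SK11 libraries were drawn anew and shared by the comparisons, and 0 genes were shared. This says little on what the shared libraries add, since 0 of 2158 unchanged genes of simulated counts were differentially expressed at the fold threshold. The fold changes of A3 and A5 had a covariance of 0.313 across genes against 0.0858 in the simulations, and those of B1 and B2 one of 1.42 against 0.0856. The simulated covariances include what shared controls add at the fitted spread, and the excess is what lies beyond them. A split of the 2 SK11 libraries would leave 1 per comparison and was not made, so part of the overlap of the lists may come from the shared controls. Compared directly with edgeR's quasi-likelihood test, A3 and A5 differed in 3 genes, named here after their values were seen. The ammonia permease gene LACR_1699 was higher in A3 (log2 fold change 2.64, SE 0.341, adjusted p = 0.0043 from edgeR), as was LACR_2513 (2.06, SE 0.277, adjusted p = 0.00519 from edgeR), and LACR_0474, for a sugar transport ATPase, was lower (-2.55, SE 0.471, adjusted p = 0.0369 from edgeR). B1 and B2 differed in 7 genes, all lower in B1, B2 and B7 in 15, 13 higher and 2 lower in B2, and B1 and B7 in 26, 10 higher and 16 lower in B1. These counts depend on single libraries. For A3 and A5 the count was 1 without A3 replicate 1 or without A5 replicate 2, 7 without A3 replicate 2 and 5 without A5 replicate 1. For B1 and B2 it was 4 without either B1 library. For B2 and B7 it was 46 without B2 replicate 1, 5 without B2 replicate 2, 9 without B7 replicate 1 and 3 without B7 replicate 2. For B1 and B7 it was 3 without B1 replicate 1 or without B7 replicate 2, 4 without B1 replicate 2 and 16 without B7 replicate 1.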

The transcriptome of derivative B1 (156 differentially expressed genes) displayed the most changes as compared with SK11 (Figure 4), which might explain the large increase in robustness that was observed for this derivative (Figure 2). 

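Of the 5 derivatives, B1 had the most differentially expressed genes against SK11 in edgeR's quasi-likelihood test. There were 214 in B1, 105 higher and 109 lower, 171 in B2, 108 higher and 63 lower, and 111 in B7, 61 higher and 50 lower. A3 had 28, 9 higher and 19 lower, and A5 had 31, 10 higher and 21 lower. At the adjusted p alone, 1016 genes passed in B1, 872 in B2, 684 in B7, 66 in A3 and 58 in A5. Among the largest changes in B1 was LACR_0939, a hypothetical protein gene next to LACR_0940 (log2 fold change 6.39, SE 0.599, adjusted p = 1.7e-05 from edgeR). The hypothetical protein gene LACR_0339 had 772 counts in B1 against 2 in SK11, which is a ratio of 320.3 (95% counting interval 88.4 to 2650). The order of B1 and B2 rests on a single library, since without B2 replicate 1 there were 242 genes in B2 and 219 in B1, and 131 in B2 without B2 replicate 2.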

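Genes outside the common set of lineage B mostly had fold changes of the same sign in B1, B2 and B7. In edgeR's quasi-likelihood test, 146 genes were differentially expressed in B1, in B2 or in both but not in B7. Of these, 143 (97.9%) had a fold change of the same sign against SK11 in B1, B2 and B7, compared with 1835 (77.8%) of all 2358 genes tested. In 76 of them (52.1%) the adjusted p from edgeR was under 0.05 in B1, B2 and B7, so that only the fold change fell short. For 57 of them the direct comparison of B1 with B7 gave an adjusted p under 0.05 in edgeR, a number that the choice of genes not called in B7 raises. The 3 comparisons use the same SK11 libraries, which raises the share of equal signs with no effect at all. In 50 simulations of unchanged strains against shared simulated SK11 libraries, the share was 50.7% over all genes. It was 67.9% on average and 76.7% at most among as many genes picked by the size of their fold changes in B1 and B2, a selection set after the data were seen.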

Notably, the majority of the genes that were only significantly differentially expressed in B1 and/or B2 were similarly regulated in the other derivative(s) from lineage B, but with a fold change below cutoff.

**Figure 4:**
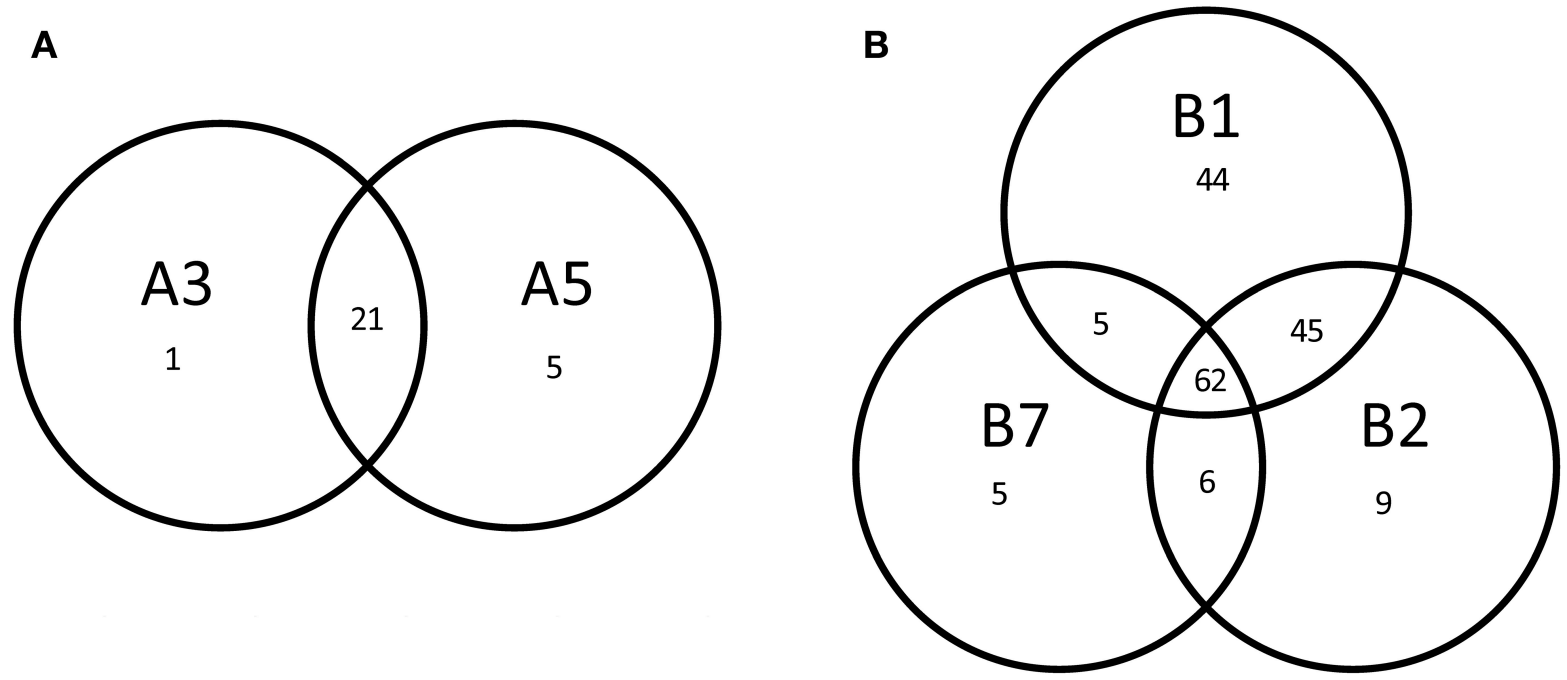
Venn diagrams of the number of differentially expressed genes (fdr < 0.05, absolute (log2 FC) > 2) of the robust derivatives from lineage **(A)** and lineage **(B)** as compared with the original strain SK11.

An overlap of 21 significantly differentially expressed genes as compared with SK11 was found in the derivatives from lineage A, including genes encoding a glycosyltransferase and an outer membrane protein as well as multiple genes encoding transposases (Figure 4 and Table 1). Also two genes that are considered pseudogenes, a partial glycosyltransferase encoding gene (*LACR_1378*) and a partial UDP-*N*-acetylglucosamine 2-epimerase encoding gene (*LACR_1381*) were upregulated in the robust derivatives of lineage A. In the group of derivatives from lineage B 62 genes were differently expressed, including genes involved in maltose and pyrimidine metabolism (Figure 4 and Table 1). 

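In A3 and A5 a glycosyltransferase gene and an outer membrane protein gene rose and a set of transposase genes fell. LACR_0949, for the glycosyltransferase, lies at 893575 to 894903 on the plus strand of the SK11 genome and had 327 ± 25.9 CPM in A3 and 259 ± 16.9 in A5 against 2.15 ± 0.769 in SK11 (SD, n = 2 each). Its log2 fold change was 7.17 in A3 (SE 0.259, adjusted p = 2.08e-08 from edgeR's quasi-likelihood test) and 6.84 in A5 (SE 0.258, adjusted p = 3.32e-08 from edgeR). LACR_0149, for the outer membrane protein, lies at 132531 to 137945 and had 277 ± 22.3 CPM in A3 and 327 ± 3.14 in A5 against 6.14 ± 1.87 in SK11 (SD, n = 2 each). The log2 fold change of LACR_0149 was 5.45 in A3 (SE 0.316, adjusted p = 1.23e-06 from edgeR) and 5.69 in A5 (SE 0.318, adjusted p = 8.67e-07 from edgeR). The amidase gene LACR_1858 fell by 2.92 on the log2 scale in A3 (SE 0.279, adjusted p = 5.68e-05 from edgeR) and by a log2 fold change of -2.78 in A5 (SE 0.273, adjusted p = 6.86e-05 from edgeR). Of the 49 transposase genes tested, 12 were differentially expressed and lower in A3 and 13 in A5, none was higher, and in each strain 36 did not pass the adjusted p (14 lower in A3 and 13 in A5 when adjusted over the list alone). The same 12 genes were lower in both, with log2 fold changes from -4.34 (LACR_0416) to -2.23 (LACR_1035) in A3, and LACR_0416 at -4.60 in A5 (SE 0.253, adjusted p = 8.67e-07 from edgeR). In lineage B no transposase gene was differentially expressed and none was lower at the adjusted p, while 17 in B1, 6 in B2 and 5 in B7 were higher at the adjusted p from edgeR (14, 2 and 0 when adjusted over the list alone). Over all 2358 genes tested, 521 were higher in B1, 450 in B2 and 323 in B7 at the adjusted p. LACR_1669 and LACR_1670, which are among the 12 lower genes, are in the list only through Table 1. Transposase genes may lie in near-identical copies that share reads. Sequences were not compared here, so that the copies concerned are uncertain. All 21 genes that Table 1 lists for lineage A, which the study chose on these samples, were differentially expressed in both A3 and A5, 6 higher and 15 lower.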

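The pseudogenes LACR_1378 and LACR_1381 rose in A3 and A5. LACR_1378 lies at 1290659 to 1291545 and had 56.7 ± 6.16 CPM in A3 and 49.6 ± 16.6 in A5 against 4.50 ± 2.26 in SK11 (SD, n = 2 each), with log2 fold changes of 3.72 (SE 0.353, adjusted p = 5.68e-05 from edgeR's quasi-likelihood test) and 3.53 (SE 0.352, adjusted p = 7.46e-05 from edgeR). LACR_1381 lies at 1292660 to 1293400 and had log2 fold changes of 4.65 in A3 (SE 0.351, adjusted p = 9.68e-06 from edgeR) and 4.37 in A5 (SE 0.35, adjusted p = 1.85e-05 from edgeR). It was also differentially expressed in B2, at 2.95 (SE 0.36, adjusted p = 0.000105 from edgeR). Lineage B had lower RNA of maltose genes and higher RNA of pyrimidine and histidine synthesis genes. All 9 genes of the maltose region, LACR_1847 to LACR_1855, which includes genes for maltose phosphorylase and a maltose transporter, were differentially expressed and lower in B1, B2 and B7, with median log2 fold changes of -5.05, -4.29 and -3.42. In A3, 5 of them were lower at the adjusted p from edgeR, with a median of -1.15 (9 when adjusted over the list alone), and in A5 none was, with a median of -0.56 (2 when adjusted over the list alone). The 10 pyrimidine genes of Table 1, among them *pyrE* and *pyrC*, were all differentially expressed and higher in B1, B2 and B7, with medians of 2.88, 2.77 and 2.12, and none passed in A3 or A5. The histidine list held 6 genes of Table 1, which names LACR_1333 a pseudogene and LACR_1334 a hypothetical protein rather than histidine genes. All 6 were likewise higher in B1, B2 and B7, with medians of 3.72, 3.30 and 3.10, and none passed in A3 or A5. Some calls in B7 lay close to the fold threshold and fell under it without single libraries, namely LACR_1709 (1.98), LACR_1710 (1.89), LACR_1711 (1.84) and LACR_1712 (1.84) without B7 replicate 1, LACR_1710 (1.90), LACR_1712 (1.95) and LACR_1336 (1.55) without SK11 replicate 2, and LACR_1470 (1.97) without SK11 replicate 1. Adjusted over each list alone, the same numbers of genes passed in lineage B. The study chose these lists on these samples, so that they are not independent evidence. In limma's camera with a preset correlation of 0.01, the maltose list was lower in B1 (adjusted p = 1.52e-10), and it passed also with an estimated correlation in B1 (adjusted p = 0.0335), B2 (adjusted p = 0.0344) and B7 (adjusted p = 0.0281). It was lower in A3 as well, with the preset (adjusted p = 4.16e-10 from camera) and the estimated correlation (adjusted p = 0.0187). In A5 the maltose and pyrimidine lists were lower with the preset correlation (adjusted p = 0.000592 each from camera), which was lost with an estimated one (adjusted p = 0.184 and 0.332). Between the lineages the maltose list passed with the preset correlation (adjusted p = 1.4e-08 from camera) and not with an estimated one (adjusted p = 0.0562). The pyrimidine list passed in B1 with the preset correlation (adjusted p = 4.98e-08 from camera), and the call was lost in B1 (adjusted p = 0.099 with an estimated correlation), B2 (adjusted p = 0.0936) and B7 (adjusted p = 0.0902). The histidine list passed likewise (adjusted p = 1.76e-05 from camera in B1), with adjusted p = 0.0868, 0.0702 and 0.0566 in B1, B2 and B7 with an estimated correlation. Of the 62 genes that Table 1 lists for lineage B, 62 were differentially expressed in B1, 62 in B2 and 61 in B7.

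**Figure D2:**
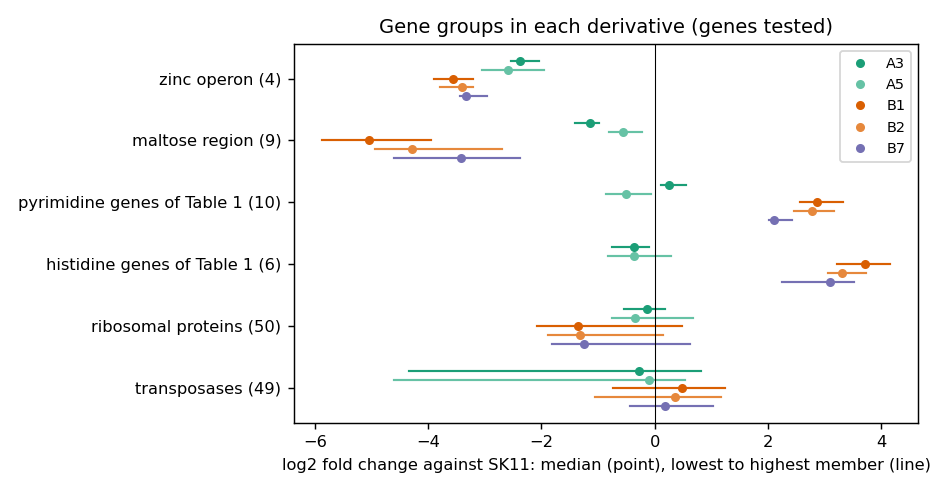
Log2 fold changes against SK11 for 6 gene groups in A3, A5, B1, B2 and B7, on a linear axis of log2 fold change; points are medians over the genes tested, whose number stands in brackets, and lines run from the lowest to the highest member. The maltose medians of B1, B2 and B7 lie at -5.05, -4.29 and -3.42, and those of A3 and A5 at -1.15 and -0.56.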

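Genes LACR_2417, LACR_2419 and LACR_2420 were differentially expressed in A3, A5, B1, B2 and B7 alike, each lower than in SK11, and no other gene was so in edgeR's quasi-likelihood test. Under scaling by total counts, LACR_2417 fell under the fold threshold in A5 (-1.98). Independent lists of the same sizes would share 6.44e-06 genes. The 50 simulations of unchanged strains against shared simulated SK11 libraries shared 0, which says little, since 0 of 2158 unchanged genes of simulated counts were differentially expressed at the fold threshold. The SK11 libraries were not divided among the comparisons, so part of the excess may come from the shared controls. With edgeR's exactTest the set was 5 genes, with LACR_1496 and LACR_1497 added. These are low in SK11, at 1 and 0 counts, the 1 count lying in replicate 2. In A3, LACR_1496 had 23 counts, a ratio of 19.5 (95% counting interval 3.16 to 801.6), and LACR_1497 had 34 counts, which is at least 9.59-fold higher against a floor of 3 counts over the 2 SK11 libraries.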

Interestingly, four genes were differently expressed in all derivatives as compared with the original SK11 strain (Table 1). These included three genes from an operon containing genes involved in zinc transport (*LACR_2417, LACR_2419*, and *LACR_2420*), which were downregulated in the derivatives. 

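All 4 genes of the zinc transport operon, LACR_2417 to LACR_2420, had lower RNA in each derivative than in SK11. The operon lies on the minus strand of the SK11 genome from 2244804 to 2247798. LACR_2420, for a transcriptional regulator, had 257 ± 20.8 CPM in SK11, 44.2 ± 3.75 in A3, 32.7 ± 3.796 in A5, 28.0 ± 0.513 in B1, 27.7 ± 0.708 in B2 and 23.7 ± 2.40 in B7 (SD, n = 2 each). Its log2 fold change ranged from -2.54 in A3 (SE 0.178, adjusted p = 6.43e-06 from edgeR's quasi-likelihood test) to -3.44 in B7 (SE 0.186, adjusted p = 8.57e-07 from edgeR). LACR_2419, for the substrate-binding protein of the zinc ABC transporter, which captures the ion outside the membrane, had 576 ± 6.86 CPM in SK11 and between 55.4 ± 6.44 in B7 and 101.3 ± 8.97 in A3 (SD, n = 2 each). This is a log2 fold change of -2.51 in A3 (SE 0.223, adjusted p = 4.26e-05 from edgeR), -3.05 in A5 (SE 0.228, adjusted p = 1.02e-05 from edgeR), -3.37 in B1, -3.33 in B2 and -3.38 in B7 (SE 0.231, adjusted p = 3.42e-06 from edgeR). LACR_2417, for the permease of the transporter, had 234 ± 20.2 CPM in SK11, 48.8 ± 1.45 in A3, 51.2 ± 10.2 in A5, 15.8 ± 0.447 in B1, 17.1 ± 3.21 in B2 and 24.3 ± 2.72 in B7 (SD, n = 2 each). LACR_2417 had log2 fold changes of -2.26 in A3 (SE 0.204, adjusted p = 4.57e-05 from edgeR), -2.20 in A5 (SE 0.202, adjusted p = 5.73e-05 from edgeR), -3.89 in B1 (SE 0.223, adjusted p = 6.74e-07 from edgeR), -3.79 in B2 and -3.26 in B7. Every derivative library lay below both SK11 libraries for these genes. Scaled by total counts per library, LACR_2417 in A5 had a log2 fold change of -1.98 and was no longer over the fold threshold. LACR_2419 with LACR_2420, and LACR_2417 with LACR_2418, overlap at their ends and may share reads there.

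**Figure D3:**
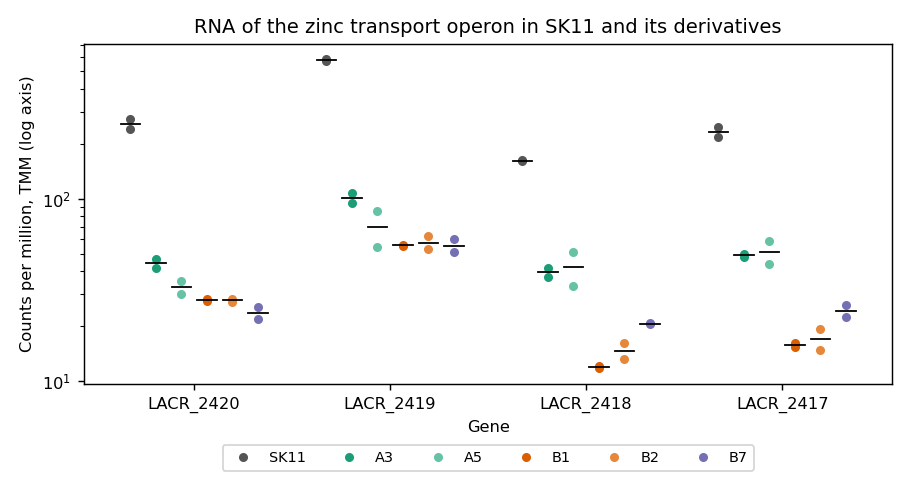
TMM-normalized CPM on a log axis of the 4 genes of the zinc transport operon in each library of SK11 and the derivatives; points are libraries and lines are means of 2. For LACR_2419 the SK11 mean of 576 lies above every derivative mean, the highest of which is 101.3 in A3.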

Notably, the fourth gene present in this operon (*LACR_2418*) displayed a significant lower expression in all derivatives as well, but for derivative A5 the fold change was slightly below cutoff (Supplementary data). Furthermore, a gene encoding a hypothetical protein (*LACR_0948*) displayed an increased expression in the robust derivatives compared with SK11. 

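The RNA of LACR_2418, which encodes the ATP-binding protein of the zinc transporter at 2245606 to 2246343, fell in every derivative. It had 162 ± 2.41 CPM in SK11, 39.5 ± 2.96 in A3, 42.1 ± 12.8 in A5, 11.9 ± 0.286 in B1, 14.7 ± 2.11 in B2 and 20.7 ± 0.214 in B7 (SD, n = 2 each). The log2 fold change was -1.95 in A5 (SE 0.22, adjusted p = 0.000198 from edgeR's quasi-likelihood test) and -2.04 in A3 (SE 0.221, adjusted p = 0.000139 from edgeR). It was -3.76 in B1 (SE 0.244, adjusted p = 1.08e-06 from edgeR), -3.47 in B2 (SE 0.24, adjusted p = 1.95e-06 from edgeR) and -2.97 in B7 (SE 0.23, adjusted p = 7.7e-06 from edgeR). In A3 the log2 fold change was -1.96 without A3 replicate 2 and -1.98 under scaling by total counts, so that it was no longer over the threshold, and in A5 it was -2.29 without A5 replicate 1 and then over it.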

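LACR_0948 was almost silent in SK11 and reached its highest RNA levels in lineage A. It lies at 893025 to 893582, and its end overlaps the start of LACR_0949 by a few bases, where reads may be shared. Its counts were 2 and 0 in the SK11 libraries, 316 and 661 in A3, 330 and 571 in A5, 5 and 11 in B1, 30 and 42 in B2, and 8 and 7 in B7. The ratio to SK11 after scaling was 413 in A3 (95% counting interval 114 to 3417) and 368 in A5 (101.5 to 3040), and in lineage B it was 6.64 in B1 (1.56 to 59.5), 33.0 in B2 (8.81 to 277.7) and 6.02 in B7 (1.40 to 54.3). Such intervals cover counting error only. The gene was differentially expressed in A3 (adjusted p = 1.23e-06 from edgeR's quasi-likelihood test), A5 (adjusted p = 1.63e-06 from edgeR), B1 (adjusted p = 0.0239 from edgeR) and B2 (adjusted p = 0.000182 from edgeR), and the adjusted p in B7 was 0.0615 from edgeR. In B1 the call was lost without B1 replicate 2 (adjusted p = 0.15 from edgeR) and without SK11 replicate 2 (adjusted p = 0.287). In B7 the gene was differentially expressed without SK11 replicate 1 (adjusted p = 0.0128 from edgeR) and under scaling by total counts (adjusted p = 0.0405). The log2 fold changes of 2.53 in B1, 4.69 in B2 and 2.23 in B7 were 1.27, 3.43 and 0.97 without SK11 replicate 2. In A3 and A5 they were 8.44 and 8.12, and 7.19 and 6.86 without SK11 replicate 2. Without SK11 replicate 1, the SK11 library left has 0 counts. The fit then gave 6.09 in B1, 8.24 in B2, 5.79 in B7, 12.0 in A3 and 11.7 in A5, which are not measured sizes, since against 0 counts only a lower bound can be given. The size of the change thus depends on which SK11 libraries are used.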

Further *in silico* analyses revealed that this protein is highly similar to a cell division protein in another *L. lactis* strain (TIFN6).

**Table 1:** Differentially expressed genes in the robust derivatives of lineages A and B compared with SK11.

**Locus tag**	**gene**	**Function**	**fc A3**	**fdr A3**	**fc A5**	**fdr A5**
**ROBUST DERIVATIVES FROM REPLICATE A**						
*LACR_0949*		Glycosyltransferase	7.17	1.10^−90^	6.84	7 × 10^−83^
*LACR_0149*		Outer membrane protein	5.45	6.10^−55^	5.70	3.10^−59^
*LACR_0948*		Hypothetical_protein	8.45	2.10^−60^	8.13	7.10^−55^
*LACR_0416*		Transposase	−4.34	6.10^−44^	−4.60	5.10^−49^
*LACR_1381*		Pseudogene	4.65	2.10^−30^	4.38	5.10^−27^
*LACR_2420*		Transcriptional regulator	−2.54	6.10^−26^	−2.98	2.10^−34^
*LACR_0882*		Transposase	−3.97	3.10^−26^	−3.77	6.10^−25^
*LACR_2419*		Zinc ABC transporter substrate-binding protein	−2.51	3.10^−20^	−3.05	2.10^−28^
*LACR_1441*		Hypothetical_protein	2.59	2.10^−23^	2.29	2.10^−18^
*LACR_2417*		Zinc ABC transporter permease	−2.26	2.10^−18^	−2.19	1.10^−17^
*LACR_0961*		Transposase	−3.74	8.10^−23^	−3.36	2.10^−19^
*LACR_1378*		Pseudogene	3.72	3.10^−21^	3.53	3.10^−19^
*LACR_0662*		Transposase	−3.43	2.10^−21^	−2.80	9.10^−17^
*LACR_1858*		Amidase	−2.93	3.10^−19^	−2.78	4.10^−18^
*LACR_1085*		Transposase	−2.80	1.10^−15^	−2.58	2.10^−14^
*LACR_1084*		Transposase	−3.11	3.10^−14^	−3.17	2.10^−15^
*LACR_0661*		Transposase	−3.04	1.10^−13^	−3.52	2.10^−17^
*LACR_1670*		Transposase	−2.49	3.10^−13^	−2.45	2.10^−13^
*LACR_1034*		Transposase	−2.98	2.10^−13^	−3.20	1.10^−15^
*LACR_1669*		Transposase	−3.15	1.10^−12^	−2.85	1.10^−11^
*LACR_1035*		Transposase	−2.24	3.10^−11^	−2.37	6.10^−13^
**Locus tag**	**gene**	**Function**	**fc B1**	**fdr B1**	**fc B2**	**fdr B2**	**fc B7**	**fdr B7**
**ROBUST DERIVATIVES FROM REPLICATE B**								
*LACR_1855*		ABC-type maltose transport system, permease component	−5.56	5.10^−65^	−4.96	1.10^−57^	−4.00	5.10^−45^
*LACR_0940*		ABC transporter permease	5.97	8.10^−51^	7.45	6.10^−70^	4.92	1.10^−37^
*LACR_1847*		maltose phosphorylase	−5.90	6.10^−63^	−4.57	1.10^−46^	−4.61	2.10^−47^
*LACR_0941*		Peptide ABC transporter ATPase	6.08	1.10^−49^	7.41	2.10^−66^	5.02	2.10^−36^
*LACR_0535*		YG repeat-containing cell wall-associated hydrolase	3.57	9.10^−26^	6.57	3.10^−81^	3.99	5.10^−32^
*LACR_2417*		zinc ABC transporter permease	−3.92	5.10^−46^	−3.81	6.10^−44^	−3.28	2.10^−35^
**LACR_2420**		Transcriptional regulator	−3.23	1.10^−39^	−3.24	2.10^−39^	−3.45	5.10^−44^
*LACR_0952*		Nicotinamide mononucleotide transporter	−2.70	7.10^−29^	−3.23	2.10^−38^	−3.57	6.10^−45^
*LACR_2086*		Glycosyltransferase	−3.76	3.10^−41^	−3.73	2.10^−40^	−2.58	2.10^−23^
*LACR_2419*		Zinc ABC transporter substrate-binding protein	−3.40	9.10^−35^	−3.35	1.10^−33^	−3.39	2.10^−34^
*LACR_1848*		Alpha-glucosidase	−5.84	3.10^−41^	−4.50	8.10^−31^	−4.12	5.10^−28^
*LACR_1854*		ABC-type sugar transport system, permease component	−4.83	4.10^−39^	−4.58	2.10^−36^	−3.17	3.10^−22^
*LACR_2418*		Zinc ABC transporter ATP-binding protein	−3.79	9.10^−38^	−3.49	3.10^−33^	−2.98	4.10^−26^
*LACR_0249*		HAD superfamily hydrolase	5.05	3.10^−39^	4.53	3.10^−33^	3.52	1.10^−21^
*LACR_2087*		Hypothetical protein	−3.07	1.10^−32^	−3.53	8.10^−40^	−2.24	2.10^−19^
*LACR_1849*		Alpha-amylase	−5.04	3.10^−37^	−3.90	6.10^−27^	−3.70	2.10^−25^
*LACR_0939*		Hypothetical protein	6.35	1.10^−28^	7.96	6.10^−41^	5.12	2.10^−19^
*LACR_1850*		Maltose O-acetyltransferase	−5.87	2.10^−37^	−4.30	3.10^−27^	−3.43	1.10^−20^
*LACR_0646*		Hypothetical protein	3.40	4.10^−32^	3.63	6.10^−36^	2.22	5.10^−15^
*LACR_1852*		Neopullulanase	−3.98	5.10^−41^	−2.72	8.10^−23^	−2.39	2.10^−18^
*LACR_1853*		Maltose ABC transporter substrate binding protein	−4.59	7.10^−33^	−4.31	9.10^−30^	−2.98	2.10^−16^
*LACR_1201*		Hypothetical protein	4.41	8.10^−28^	5.18	6.10^−36^	2.67	9.10^−12^
*LACR_1335*		ATP phosphoribosyltransferase regulatory subunit	3.92	4.10^−30^	3.33	5.10^−22^	3.04	2.10^−18^
*LACR_0895*	*mnmA*	tRNA-specific 2-thiouridylase MnmA	−2.55	3.10^−25^	−2.37	5.10^−22^	−2.01	3.10^−16^
*LACR_0339*		Hypothetical protein	8.10	1.10^−23^	8.98	2.10^−28^	5.60	7.10^−11^
*LACR_1851*		Trehalose-6-phosphate hydrolase	−5.08	4.10^−28^	−3.46	9.10^−17^	−3.19	7.10^−15^
*LACR_1159*	*pyrE*	Orotate phosphoribosyltransferase	3.30	7.10^−23^	3.15	3.10^−21^	2.42	3.10^−13^
*LACR_1498*	*carB*	Carbamoyl phosphate synthase large subunit	2.88	5.10^−20^	2.73	3.10^−18^	2.40	2.10^−14^
*LACR_1712*		Bifunctional pyrimidine regulatory protein PyrR uracil phosphoribosyltransferase	3.16	1.10^−22^	2.87	3.10^−19^	2.01	3.10^−10^
*LACR_1726*		Subtilisin-like serine protease	4.66	3.10^−21^	4.50	8.10^−20^	3.24	3.10^−10^
*LACR_1160*	*pyrC*	Dihydroorotase	3.03	2.10^−19^	2.87	1.10^−17^	2.30	6.10^−12^
*LACR_1470*		Dihydroorotate oxidase B, electron transfer subunit	2.79	1.10^−18^	2.81	7.10^−19^	2.10	3.10^−11^
*LACR_1469*		dihydroorotate dehydrogenase 1B	2.74	2.10^−17^	2.77	1.10^−17^	2.31	1.10^−12^
*LACR_0161*		Major facilitator superfamily permease	−2.40	5.10^−17^	−2.40	9.10^−17^	−2.06	4.10^−13^
*LACR_1332*		Histidinol dehydrogenase	3.83	6.10^−18^	3.49	5.10^−15^	3.29	2.10^−13^
*LACR_1711*		Xanthine/uracil permease	2.87	2.10^−19^	2.61	2.10^−16^	2.02	2.10^−10^
*LACR_0229*		Hypothetical protein	3.95	9.10^−13^	5.54	3.10^−25^	2.96	6.10^−07^
*LACR_1368*		5-methyltetrahydropteroyltriglutamate homocysteine S-methyltransferase	2.09	1.10^−08^	3.50	2.10^−21^	2.83	2.10^−14^
*LACR_1995*		Amino acid transporter	−2.62	4.10^−16^	−2.32	3.10^−13^	−2.51	6.10^−15^
*LACR_0240*		NADPH:quinone reductase related Zn-dependent oxidoreductase	3.04	6.10^−15^	3.12	1.10^−15^	2.83	6.10^−13^
*LACR_2561*		Metal-dependent membrane protease	3.00	1.10^−16^	2.53	5.10^−12^	2.80	2.10^−14^
*LACR_1334*		Hypothetical protein	4.13	8.10^−17^	3.72	1.10^−13^	3.51	6.10^−12^
*LACR_1467*		Hypothetical protein	2.46	1.10^−14^	2.39	8.10^−14^	2.14	3.10^−11^
*LACR_1710*	*pyrB*	aspartate carbamoyltransferase catalytic subunit	2.82	4.10^−16^	2.63	3.10^−14^	2.05	3.10^−09^
*LACR_0241*		Nucleoside-diphosphate sugar epimerase	3.19	7.10^−13^	3.49	8.10^−15^	2.93	8.10^−11^
*LACR_0242*		Saccharopine dehydrogenase related protein	3.30	4.10^−13^	3.48	3.10^−14^	2.77	1.10^−09^
*LACR_1309*		Ketol-acid reductoisomerase	2.33	2.10^−13^	2.19	6.10^−12^	2.01	5.10^−10^
*LACR_2542*		Hypothetical protein	−3.30	9.10^−14^	−3.27	3.10^−13^	−2.27	7.10^−08^
*LACR_1327*		Imidazole glycerol phosphate synthase subunit HisF	3.42	2.10^−12^	3.23	4.10^−11^	3.14	3.10^−10^
*LACR_1709*		Carbamoyl phosphate synthase small subunit	2.72	1.10^−13^	2.46	2.10^−11^	2.02	4.10^−08^
*LACR_0847*		Hypothetical protein	−2.24	9.10^−12^	−2.24	1.10^−11^	−2.06	6.10^−10^
*LACR_1468*		Orotidine 5'-phosphate decarboxylase	2.54	2.10^−12^	2.45	1.10^−11^	2.12	6.10^−09^
*LACR_1161*		TPR repeat-containing protein	5.65	1.10^−14^	5.31	2.10^−13^	2.70	1.10^−04^
*LACR_1539*		Transcription regulator	3.21	3.10^−16^	2.18	2.10^−08^	2.10	9.10^−08^
*LACR_1333*		Pseudogene	3.18	1.10^−11^	3.03	2.10^−10^	2.75	1.10^−08^
*LACR_0514*		Hypothetical protein	−2.78	5.10^−12^	−2.40	2.10^−09^	−2.08	2.10^−07^
*LACR_1336*		Histidinol-phosphate aminotransferase	3.53	8.10^−13^	3.14	3.10^−10^	2.23	2.10^−05^
*LACR_2541*		Universal stress protein UspA-like nucleotide-binding protein	−3.85	2.10^−10^	−3.53	6.10^−09^	−2.43	3.10^−05^
*LACR_1699*		Ammonia permease	−2.80	7.10^−09^	−2.13	4.10^−06^	−2.90	3.10^−09^
*LACR_2540*		Major facilitator superfamily permease	−3.23	6.10^−08^	−3.69	3.10^−09^	−2.69	8.10^−06^
*LACR_0127*		Major facilitator superfamily permease	2.61	4.10^−07^	2.03	9.10^−05^	2.01	1.10^−04^
*LACR_0948*		Hypothetical protein	2.50	1.10^−02^	4.67	3.10^−11^	2.22	4.10^−02^

*Overlapping genes are underlined. Log2 fold changes (fc) and false discovery rates (fdr) are displayed of each of the derivatives from lineage A or B compared with SK11. A negative or positive fc indicates that the gene was downregulated or upregulated, respectively, in the robust derivative*.

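Some of the genes that changed in lineage A also changed in lineage B. Of the differentially expressed genes, A3 shared 6 with B1, 9 with B2 and 4 with B7 in the same direction, and A5 shared 5 with B1, 10 with B2 and 5 with B7. Independent lists of these sizes would share 1.28, 0.92 and 0.636 genes with A3 and 1.42, 1.02 and 0.704 with A5. The 3 genes that A3, A5 and B2 alone had in common were all higher than in SK11. The correlation of fold changes across genes between a lineage A and a lineage B derivative lay between 0.291 and 0.357. Unchanged strains gave 0.515 to 0.544 on average against shared simulated SK11 libraries. Their fold changes hold only noise and the shared controls, which sets that correlation. Changes in a single lineage lower the observed correlation, so that the lower value does not show less agreement. The covariance exceeded the simulated one by 0.101 to 0.194, compared with 0.227 between A3 and A5, 1.34 between B1 and B2, 1.01 between B1 and B7 and 0.95 between B2 and B7. Genes are not independent replicates, and the SK11 libraries are shared.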

Overall, it was demonstrated that the heat-robust derivatives from each lineage display different changes in gene expression compared with the original strain. Besides the differences in transcript levels between the derivatives of both lineages, genes involved in zinc transport were shown to be downregulated in all derivatives, which strongly suggests that these genes are involved in increased robustness toward heat stress and consequently spray drying.

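The zinc transport operon fell further in lineage B than in lineage A. The log2 fold change of lineage B over lineage A was -1.42 for LACR_2417 (SE 0.132, adjusted p = 4.16e-06 from edgeR's quasi-likelihood test), -1.40 for LACR_2418 (SE 0.145, adjusted p = 9.65e-06 from edgeR), -0.58 for LACR_2419 (SE 0.138, adjusted p = 0.00444 from edgeR) and -0.53 for LACR_2420 (SE 0.114, adjusted p = 0.00236 from edgeR). Against SK11, the median log2 fold change of the 4 genes was -2.38 in A3, -2.59 in A5, -3.56 in B1, -3.40 in B2 and -3.32 in B7, and all 4 had an adjusted p under 0.05 in edgeR in every derivative, also when adjusted over the list alone. With counts summed per strain, so that derivatives are the units, LACR_2417 (adjusted p = 0.00756 from edgeR) and LACR_2418 (adjusted p = 0.0134) still differed between the lineages, and LACR_2419 (adjusted p = 0.0996) and LACR_2420 (adjusted p = 0.117) no longer passed. The study chose this list on these samples, so that its direction is not independent evidence. Between the lineages, limma's camera gave adjusted p = 0.00611 with the preset correlation, and the call was lost at adjusted p = 0.144 with an estimated correlation. In limma's camera with the preset correlation the list was lower in every derivative, with the largest adjusted p in B1 (1.07e-05). With an estimated correlation it passed in A3 (adjusted p = 0.0186) and A5 (adjusted p = 0.0218), and the call was lost in B1 (adjusted p = 0.0858), B2 (adjusted p = 0.0702) and B7 (adjusted p = 0.0515). From the lower transcript levels of these zinc transport genes in all derivatives of both lineages, beside the changes that differ between the lineages, the paper proposes that these genes are involved in the robustness to heat and thereby to spray drying. The paper then tested this by growing SK11 at a range of zinc concentrations, an experiment that is not analysed here.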

### Presence of zinc during growth improves heat stress survival of SK11

To confirm that zinc is involved in robustness toward heat stress, wild type strain SK11 was cultured in CDM with various levels of zinc (0–174 μM). Adjustment of the zinc concentration in the culture medium did not significantly affect the growth rate (0.60 ± 0.04 h^−1^) or final optical density (0.64 ± 0.04) of SK11. When cultured at relatively high zinc levels SK11 displayed a higher survival after exposure to heat stress (up to 10 times) than when cultured at lower zinc levels (Figure 5). These data demonstrate that transcriptomic analysis of selected robust derivatives is useful to provide clues to improve robustness of the original strain and, moreover, confirms that a link between zinc homeostasis and heat stress survival exists in *L. lactis* SK11.

**Figure 5:**
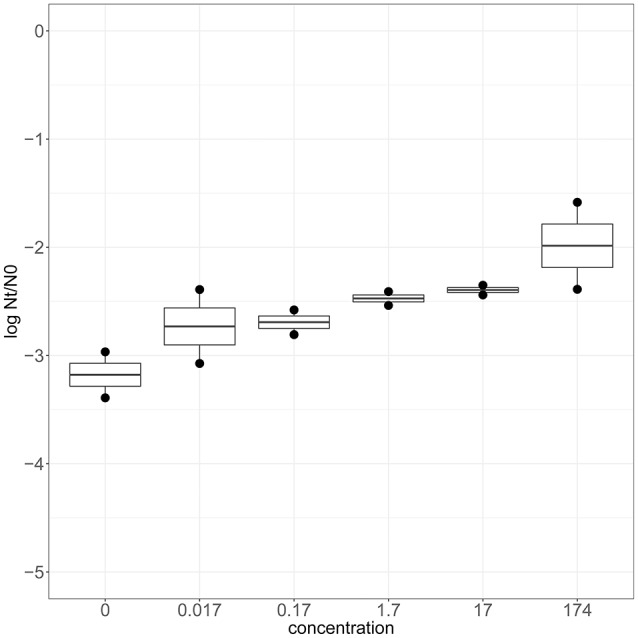
Heat stress survival of SK11 after culturing at various concentrations of Zn^2+^ expressed as the difference in log CFU/ml after stress (Nt) and before stress (N0). The data represent averages of two biological replicates.

## Discussion

Strains with specific desirable traits might not be suitable for application in starter cultures due to poor survival characteristics during spray drying prior to their employment in food matrices. We demonstrated that robust derivatives of a spray drying-sensitive strain can be isolated after repeated exposure to heat stress which concomitantly displayed up to a more than 40 times increased survival during spray drying. The fact that these robust phenotypes appeared stable upon culturing strongly suggests that these phenotypes are due to (a) genetic mutation(s), resulting in transcriptome changes. As it is expected that our heat stress assay is too severe to allow adaptation of cells, either by genetic mutation or regulatory switches, it seems likely that the heat-robust derivatives already exist in the starting population (10^10^ cells) due to spontaneous genetic variation (Barrick and Lenski, 2013). Two cycles of heat stress increased the abundance of robust derivatives to a level that enabled selection from a relatively small set of isolates which was not feasible from the original population.

As expected, genome resequencing revealed only a few single-nucleotide polymorphisms (SNPs) and small deletions in the chromosomes of the robust derivatives (Supplementary data 2). 

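Several genes that carry mutations in some derivatives also had changed RNA, though not always in the derivatives that carry the mutation. LACR_1726, for a subtilisin-like serine protease at 1631621 to 1634674, has a deletion of 302 bp in B1 and B7 in Supplementary data 2 and had 46.6 ± 0.418 CPM in B1, 41.1 ± 14.2 in B2, for which no change in it is listed, and 17.3 ± 5.91 in B7 against 1.85 ± 0.564 in SK11 (SD, n = 2 each). Its log2 fold change was 4.69 in B1 (SE 0.446, adjusted p = 1.76e-05 from edgeR's quasi-likelihood test), 4.52 in B2 (SE 0.447, adjusted p = 2.83e-05 from edgeR) and 3.25 in B7 (SE 0.458, adjusted p = 4e-04 from edgeR). LACR_1265, with a substitution at position 1176998 in B1 and B7, had a log2 fold change of -2.12 in B1 (SE 0.313, adjusted p = 0.000263 from edgeR) and -0.31 in B7 (SE 0.276, adjusted p = 0.44 from edgeR), while B2, which lacks the substitution, had -1.87 (SE 0.308, adjusted p = 0.000691 from edgeR). Without SK11 replicate 2 the value in B1 was -1.96, which is under the fold threshold, and B2 was over it without B2 replicate 1 (-2.08) or without SK11 replicate 1 (-2.04). LACR_1844 and LACR_1845, the genes of the KinF/LlrF two-component system, lie at 1737217 to 1738587 and 1738803 to 1739480 on the minus strand. By these coordinates, the mutated positions 1738059 in B2 and 1738525 in B7 fall in LACR_1844 and 1738969 in B1 falls in LACR_1845. The log2 fold change of LACR_1844 was 1.62 in B1 (SE 0.217, adjusted p = 0.000145 from edgeR), 2.05 in B2 (SE 0.22, adjusted p = 5.05e-05 from edgeR) and 2.04 in B7 (SE 0.22, adjusted p = 8.08e-05 from edgeR), with 0.23 in A3 and -0.09 in A5, neither of which passed. LACR_1845 had 1.78 in B1 (SE 0.276, adjusted p = 0.000354 from edgeR), 2.19 in B2 (SE 0.279, adjusted p = 0.000142 from edgeR) and 0.68 in B7 (SE 0.27, adjusted p = 0.0836 from edgeR). LACR_1844 fell under the fold threshold in B2 without B2 replicate 2 (1.67) or SK11 replicate 2 (1.92) and in B7 without SK11 replicate 2 (1.90), and LACR_1845 in B2 without B2 replicate 2 (1.69). The other genes of Supplementary data 2, LACR_0070, LACR_0201, LACR_0649, LACR_1437, LACR_1460, LACR_1723 and LACR_1865, were differentially expressed in no derivative. Of these, LACR_1865, with a substitution at position 1762846 in B1, B2 and B7, had log2 fold changes of -0.88, -0.67 and -0.24. It passed the adjusted p from edgeR in B1 (0.00711) and B2 (0.0304) but not in B7 (0.457). LACR_0201, with a deletion in B7, had 0.57 in B1 (adjusted p = 0.02 from edgeR), 0.82 in B2 (adjusted p = 0.00341) and 0.36 in B7 (adjusted p = 0.142).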

Manual inspection did not reveal any direct link to genes that were demonstrated to be up- or downregulated by RNAseq-based transcriptome analysis, which could suggest that the robust phenotype is rather complex. However, each derivative of lineage B had a distinct mutation in the operon encoding the two-component system KinF/LlrF (B1: *LACR_1844*-V171G; B2: *LACR_1845*-D177Y; B7: *LACR_1845*-F21L). Little appears known about the exact functions of this operon, but it has been previously linked to oxidative stress survival in *L. lactis* strain MG1363 (O'Connell-Motherway et al., 2000). A link with heat stress survival or zinc homeostasis has, to the best of our knowledge, not been established. The latter correlation appears unlikely anyway because this mutation was only found in the derivatives of lineage B, whereas the zinc operon was down-regulated in the derivatives of both lineage A and B. The mutation might alter the activity of the regulator encoded which might impact on its regulon which could include the regulated genes identified in the transcriptome analyses of lineage B.

If desirable traits of the strain are not necessarily required to survive during the selection experiment, these characteristics might be lost. The derivatives from lineage B displayed a normal growth in milk, whereas the derivatives from lineage A displayed a reduced growth in milk as compared with the original strain (data not shown). Selection pressure on specific traits (if possible) during the intermediate culturing step of a selection experiment might prevent loss of these traits. The culturing step in between the cycles of heat stress was anticipated to select for robust derivatives with an adequate growth rate. Some of the robust derivatives (A3 and A5) displayed a similar maximum growth rate as the original strain, but other derivatives (B1, B2, and B7) displayed a decreased maximum growth rate (data not shown). The fact that these could still be enriched despite the apparent counter selection in the intermediate culturing step showcases the dramatically increased robustness phenotypes that are present in small subpopulations of cells in a culture. Moreover, no significant correlation was observed between growth rate and stress survival of the isolates after two cycles of heat stress, demonstrating that an increase in robustness can be achieved without necessarily reducing the growth rate, as has been previously demonstrated in multiple *L. lactis* strains as well (Dijkstra et al., 2014a, 2016).

The transcriptomes of the derivatives within each lineage were highly similar, whereas between the lineages the set of genes displaying altered expression as compared with the original strain were significantly different. Together with the observed differences in robustness phenotypes and growth rates of the derivatives this strongly indicates that different mechanisms resulted in increased robustness toward heat stress in each lineage.

Two genes, encoding a HAD superfamily hydrolase (*LACR_0249*) and a hypothetical protein (*LACR_1467*), that were differentially expressed in the derivatives of lineage B, were previously associated with heat stress survival in SK11, which supports the suggested role of these genes in robustness (Dijkstra et al., 2016). 

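LACR_0249 and LACR_1467 rose in B1, B2 and B7. LACR_0249, for a HAD superfamily hydrolase, an enzyme family that includes many phosphatases, lies at 230831 to 231505 and had 906 ± 150.0 CPM in B1, 626 ± 100.0 in B2 and 311 ± 108 in B7 against 26.9 ± 6.43 in SK11 (SD, n = 2 each). Its log2 fold change was 5.08 in B1 (SE 0.388, adjusted p = 3.27e-06 from edgeR's quasi-likelihood test), 4.55 in B2 (SE 0.38, adjusted p = 7.5e-06 from edgeR) and 3.54 in B7 (SE 0.366, adjusted p = 6.64e-05 from edgeR). LACR_1467, for a hypothetical protein, lies at 1389040 to 1389420 and had 466 ± 47.4 CPM in B1, 439 ± 15.6 in B2 and 369 ± 3.67 in B7 against 82.8 ± 0.9 in SK11 (SD, n = 2 each). For LACR_1467 the log2 fold change was 2.49 in B1 (SE 0.281, adjusted p = 5.12e-05 from edgeR), 2.40 in B2 (SE 0.28, adjusted p = 7.7e-05 from edgeR) and 2.15 in B7 (SE 0.277, adjusted p = 0.000221 from edgeR). Neither gene passed in lineage A, where LACR_0249 had -0.08 in A3 and 0.89 in A5 and LACR_1467 had 0.03 and -0.07. The difference between the lineages itself passed for both, with 3.99 for LACR_0249 (SE 0.252, adjusted p = 2.31e-07 from edgeR) and 2.37 for LACR_1467 (SE 0.188, adjusted p = 1.32e-06 from edgeR). These p-values rest on the spread between cultures of a strain. Both calls were kept with counts summed per strain.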

Besides these two genes, no overlap was observed between the transcriptome signature associated with heat stress survival (124 genes) that we previously reported for SK11 (Dijkstra et al., 2016) and the transcriptome changes revealed in the heat-robust derivatives in this study. This further illustrates the diversity in survival mechanisms within this strain and suggests that the transcriptome changes that are induced in the heat-robust derivatives were not induced by the fermentation parameters (salt, oxygen, pH, temperature) as applied in our previous study or other survival mechanisms had a more pronounced effect in the observed differences in robustness phenotypes (Dijkstra et al., 2016).

Besides the differences between the derivatives of both lineages also an overlap in differentially expressed genes was observed. Four genes, including three genes involved in zinc transport, were observed to be differentially expressed in all five derivatives as compared with the original strain, which strongly suggests involvement of these genes in robustness toward heat stress. Unfortunately, strain SK11 is not genetically accessible to the extent that routine strategies can be employed to construct gene deletion mutants. Moreover, our earlier work (Dijkstra et al., 2016) shows that distinctly different stress responses are induced in different *L. lactis* strains, preventing the employment of a model strain for gene deletions. Therefore, to validate that zinc transport is connected to heat stress survival, the wild type strain SK11 was cultured in presence of various levels of zinc which resulted in differences in heat stress robustness phenotypes. The down-regulation of the zinc operon in the more robust derivatives appears not to correspond with the increased survival at higher zinc concentration of the original strain. One reason for the decreased expression might be that the robust derivatives already contained a higher amount of zinc. Moreover, it is unestablished whether this transporter imports or exports zinc.

Zinc has previously been suggested to be involved in oxidative stress survival in *L. lactis* subsp. *cremoris* strain MG1363 (Scott et al., 2000). More importantly, one of the genes of this zinc transport operon (*L167426*/*zitS*, an ortholog of *LACR_2419*) was associated with heat stress survival in IL1403 in an earlier study (Dijkstra et al., 2016).

Metal homeostasis in general has been linked to heat stress survival in various bacterial species and mostly involves divalent cations. For instance, O'Connor et al. demonstrated an increased thermotolerance of *Salmonella enterica* due to an increased expression of a gene encoding a Mg^2+^ transport protein (O'Connor et al., 2009). Heat shock in *Bacillus licheniformis* stimulated the transcription of iron uptake genes (Nielsen et al., 2010), whereas several genes encoding metal transporters were differently expressed at high temperature in *Staphylococcus aureus* (Fleury et al., 2009). We previously demonstrated the correlation between the presence of a manganese transporter and robustness toward heat stress in an *L. lactis* strain collection, whereas the expression of genes involved in iron transport associated with heat stress survival in strain MG1363 (Dijkstra et al., 2014a,b). In addition, heat stress survival of strain SK11 was associated with expression of a manganese transporter and a manganese dependent transcriptional regulator (Dijkstra et al., 2016). It is likely that the mentioned transporters are not all correctly annotated for their substrate and/or have side activities for the transport of other divalent metal cations. Therefore, all these observations could point toward a similar mechanism as observed in this study in which we demonstrate that there is a connection between zinc uptake and heat stress survival in *L. lactis*.

Taken together, our data demonstrate that repeated exposure to heat stress can increase the abundance of heat-robust derivatives of a strain. By isolating heat-robust derivatives of a strain the yield after spray drying can be increased dramatically (from 0.5 to 20 %). Furthermore, it was shown that transcriptomic analysis of robust derivatives can identify conditions resulting in improved robustness of the original strain. Moreover, a link between zinc homeostasis and heat stress survival in *L. lactis* was revealed. Overall, this could support the application of strains with specific desirable traits but inadequate robustness characteristics, broadening the set of strains with optimal industrial applicability.

## Author contributions

AD, JH, PB designed the experiments. AD, MS performed all the experiments. AD, TT, SH, JH, PB analyzed the data. AD, JH, PB drafted the manuscript. SH critically revised the manuscript. All authors read and approved the manuscript.

### Conflict of interest statement

AD, MS, SH and PB were employed by company NIZO food research B.V., The Netherlands. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

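RNA from exponential-phase cultures of *L. lactis* SK11 and its derivatives A3, A5, B1, B2 and B7 was measured in 12 libraries, 2 separate cultures per strain. The authors made the deposited values by mapping Ion Proton reads to the SK11 genome with Bowtie2 and taking counts per gene with Transcriptor at default settings, and these counts are raw. The submitters' processing notes name Bowtie2 and edgeR without versions, and the genome build is not given in the sources used here. The deposited table also holds the authors' comparisons, as log2 fold changes and adjusted p-values from edgeR, in which 905 genes have a fold change of exactly 0 in every comparison, so that the authors' table covers 1702 genes. The table was matched to the samples by name, and no column was left unmapped.

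From the counts, genes with low counts were left out with filterByExpr by strain (minimum count 10, minimum total 15), which kept 2358 of 2607 genes. Libraries were scaled by TMM. edgeR 4.0.16 in R 4.3.3 fitted all libraries at once with 1 term per strain and the quasi-likelihood test, with a common dispersion of 0.0377 and 5.36 prior degrees of freedom. Standard errors are the log2 fold change divided by the square root of the F statistic. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 2, as in the paper's methods, which name edgeR but not which of its tests. The lineages were compared as the mean of B1, B2 and B7 against the mean of A3 and A5. The redundancy analysis was computed in Python 3.11.15 with numpy 2.4.6 on log2 CPM (prior count 2) z-transformed per library, with exact permutation tests, where the paper used Canoco. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and with an estimated one. DESeq2 1.42.0 was run as an alternative, and pandas 2.3.3 and scipy 1.17.1 handled tables and intervals.

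The comparisons, the gene lists and the rule for named genes were set before the data were examined. The rule took each gene the paper's text or Supplementary data 2 names, for each derivative and for the lineages the 10 largest changes among called genes whose libraries all lay on one side of those they were compared with, and up to 4 called members of each gene list, or up to 2 with the smallest p where none was called. The log2 fold changes of Table 1 and of the first 1179 of the 2607 genes of the supplementary table had been seen by then. Product names came from that part of the supplementary table and from Table 1 and covered 1126 genes (43.2%), so that lists matched by product hold only those members and were counted, not tested as sets. Genes with a product from Table 1 alone entered these lists because the study had called them, so that their calls are not independent. Ribosomal protein genes were instead matched by the gene symbols in the deposited table, a rule changed after the files were opened, and 50 were tested. Camera was run on them and on the lists of zinc, maltose, pyrimidine and histidine genes.

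The fits were tested on simulated counts of 2358 genes in all 12 libraries, with the gene means of SK11 and the size of each library. Of these genes, 200 were changed in the B1 libraries alone, and B1 was compared with SK11. edgeR's quasi-likelihood test passed 50.7% of genes changed by a log2 of 1, 95.5% of those changed by 2 and 97% of those changed by 3, and 5 of 2158 unchanged genes. With the fold threshold it called 1.5%, 44.8% and 97%, and 0 unchanged genes, so that a true change near the threshold is called in under 1 of 2 genes. The redundancy analysis was checked on 200 random data sets, of which 4% had a p under 0.05. These drew every library independently, with no effect of strain. The check thus says nothing on p-values from permuted libraries that come in pairs from a strain.

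The totals of 3145030 to 6913655 counts per library limit genes with few counts. For a group with 0 counts, a fold is a lower bound against a floor of 3 counts over the group, and for 1 to 3 counts a ratio is given with its 95% interval from the exact binomial distribution. These cover counting error only.

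The alternatives were DESeq2, total counts per library in place of TMM, no filter on low counts, only the genes of the authors' comparisons, edgeR's exactTest, only the strains compared, a replicate block, an absolute log2 fold change over 1, each library left out in turn, counts summed per strain for the lineages, and other scales, filters and units for the redundancy analysis. Alternatives chosen after seeing the data left out the rRNA and tRNA genes, took strains as units for the 3 groups of the redundancy analysis, and left the transposase genes out of TMM for the counts of called genes.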

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

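Of the tests below, those of library scaling for the transposase, *kinF*/*llrF* and ribosomal protein genes, that of reads running in from a neighbouring gene and the splits of the derivative libraries were chosen only after the result was seen, and an early trial fit had already shown the changes of LACR_1844, LACR_1845 and transposase genes.

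The lineages differed in 146 genes by edgeR's quasi-likelihood test of the difference itself. Among genes the text names, the log2 fold change of lineage B over lineage A was -5.13 for LACR_0948, -5.31 for LACR_0949, -4.89 for LACR_0149, -2.67 for LACR_1378, -2.45 for LACR_1381, 3.99 for LACR_0249, 2.37 for LACR_1467 and 2.70 for LACR_1726. When the 10 derivative libraries were fitted as groups of 4 and 6, the real split gave 148 genes and the highest of the other splits 33. The 100 splits, the real one among them, were drawn from the 210 possible. Most splits part the cultures of a strain, which adds differences between strains to the spread within the groups. Their lower counts were thus partly fixed in advance, and chance is not excluded. Libraries of a strain are not separate derivatives, and with the 5 strains as units the 10 possible splits are too few for a share under 0.05.

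Direct comparisons within a lineage, which the paper's text does not report, gave 3 genes between A3 and A5, 7 between B1 and B2, 26 between B1 and B7 and 15 between B2 and B7. Leaving out single libraries moved these counts. A3 and A5 gave 1 gene without A3 replicate 1 or A5 replicate 2, 7 without A3 replicate 2 and 5 without A5 replicate 1, and B1 and B2 gave 4 without either B1 library. B1 and B7 gave 3 without B1 replicate 1 or B7 replicate 2, 4 without B1 replicate 2 and 16 without B7 replicate 1, and B2 and B7 gave 46 without B2 replicate 1, 5 without B2 replicate 2, 9 without B7 replicate 1 and 3 without B7 replicate 2. Of the genes with a fold change of exactly 0 in every comparison of the authors' deposited table, 656 were tested here, and 91 were differentially expressed in at least 1 derivative, 49 of them in 2 or more. The median mean count per library of the 656 genes was 33.2, against 682 for the other genes tested.

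In A3 and A5, 12 transposase genes were lower than in SK11. Their median log2 fold change stayed at -2.79 or lower in A3 and A5 under TMM, DESeq2 size factors and total counts. These scalings moved all genes by up to 0.059 in A3 and 0.222 in A5, so that scaling is argued against only for shifts of that size. Whether near-identical copies share reads cannot be told apart from separate counts per copy, because members of equal length had SK11 counts with a median chi-square per degree of freedom of 4.53, between the 2 and 5 set as bounds. It therefore stays open how many copies are lower. No biological explanation was tested.

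LACR_1844 and LACR_1845, the mutated *kinF*/*llrF* genes, which the paper does not discuss at the RNA level, had log2 fold changes of 1.62 and 1.78 in B1 and 2.05 and 2.19 in B2, and LACR_1844 one of 2.04 in B7, where LACR_1845 did not pass (0.68, adjusted p = 0.0836 from edgeR). The fold threshold was no longer passed by LACR_1844 in B2 without B2 replicate 2 (1.67) or SK11 replicate 2 (1.92) and in B7 without SK11 replicate 2 (1.90), or by LACR_1845 in B2 without B2 replicate 2 (1.69). Scaling is argued against as the whole cause, since where they passed both genes stayed at 1.62 or higher under TMM, DESeq2 size factors and total counts, which covers only shifts of all genes by up to 0.215 in lineage B. Reads running in from upstream are argued against by the next gene, LACR_1846, having a log2 fold change of -1.71 or lower in each. The rise was not confined to the mutated genes, since the next genes downstream on the same strand also passed in B1, B2 and B7, LACR_1843 at 0.92, 1.02 and 1.35 (adjusted p = 0.0118, 0.0078 and 0.00223 from edgeR) and LACR_1842 at 0.80, 0.88 and 1.22 (adjusted p = 0.0494, 0.0379 and 0.0106). An effect of the mutations on the RNA of these genes may be a candidate explanation, but each lineage B derivative carries one and no other strain does, so that it was not tested apart from the lineage.

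Of 50 ribosomal protein genes, which the paper does not discuss, 43 in B1, 43 in B2 and 45 in B7 were lower than in SK11 at the adjusted p from edgeR, 1 in B1 was higher, and none passed in A3 or A5. In limma's camera the list was lower with the preset correlation in every derivative (adjusted p = 0.047 in A3, 5.79e-07 in A5, 3.86e-13 in B1, 2.67e-15 in B2 and 7.91e-18 in B7), with medians of -0.14 in A3 and -0.34 in A5, and every one of these calls was lost with an estimated correlation (adjusted p = 0.564, 0.298, 0.0868, 0.0702 and 0.0566). Under the same scalings the median was -1.03 or lower in B1, B2 and B7. These scalings moved all genes by up to 0.215 in lineage B, so that scaling is argued against only for shifts of that size. Gene length is argued against by the 345 other genes of 246 to 446 bp, with a lowest median of 0.031. With each library thinned to the smallest total the median was -1.24 or lower. Thinning leaves the expected fold change of well-counted genes as it is, so that this could not decide on depth. The paper states that B1, B2 and B7 grew more slowly than SK11 while A3 and A5 did not, and a link to growth rate may be a candidate explanation that was not tested, since growth values of these cultures were not used here.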

How the results depend on the processing

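The settings without rRNA and tRNA genes, with strains as units for 3 groups of the redundancy analysis and with transposases left out of TMM for the counts were chosen only after the data were seen. Scaling by total counts moved the median log2 fold change of all genes by 0.22 in A5, 0.19 in B2 and 0.21 in B7, so that changes there are relative to that shift, and it moved the split from 10 higher and 21 lower to 13 higher and 18 lower in A5, from 108 and 63 to 137 and 51 in B2, and from 61 and 50 to 79 and 33 in B7. At an absolute log2 fold change over 1, which admits more genes by construction, the counts were 56 (A3), 50 (A5), 685 (B1), 577 (B2), 432 (B7), 520 (lineages), 10 (A3 against A5), 13 (B1 against B2), 115 (B1 against B7), 47 (B2 against B7), 340 (shared in lineage B), 7 (shared by all) and 333 with the same sign of the 357 called in B1 or B2 and not in B7. edgeR's exactTest gave 5 genes between A3 and A5 and 5 shared by all, and fits of only the strains compared gave 3 between B1 and B2 and 3 between B2 and B7; the cause was not tested. With strains as units, the exact permutation p for the lineages was 0.1, the smallest that 5 strains allow, and 0.0167 for the 3 groups. Camera passed 27 of 30 tests with the preset correlation and 6 with an estimated one. Without each library in turn, where the lone library of a strain is assumed to vary like the other strains, counts ranged from 1 to 7 (A3 against A5), 4 to 9 (B1 against B2), 3 to 32 (B1 against B7) and 3 to 46 (B2 against B7), and the p for the replicate number from 0.03125 to 0.1562. The counts against SK11, the lineage count and the shared sets otherwise stayed within 1.5 times, at 22 to 40 in A3 and A5, 154 to 223 in B1, 123 to 242 in B2, 76 to 113 in B7 and 104 to 167 for the lineages, and the lowest came from the authors' filter, which tests fewer genes. The lineage contrast was not run with exactTest, which compares a pair of groups. No source says that replicate numbers mark a shared batch, but deviations of same-numbered libraries correlated at -0.159 to 0.429 over 15 pairs of strains, 12 of them over 0.1, a hint of a shared replicate effect that not every pair shows. In every strain replicate 2 had the higher total count, so that such an effect cannot be told apart from depth. The replicate block gave 28 (A3), 33 (A5), 214 (B1), 175 (B2), 111 (B7) and 145 (lineages). Of 1134 comparisons of 189 named genes, 361 were called, 304 of these in every setting, 57 were lost in at least 1, and 0 reversed. Depth limits LACR_0948, LACR_0339, LACR_1496 and LACR_1497, which had 0 to 2 counts in SK11.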

Differences from the paper's values

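No test in this part was chosen after the result was seen, except the redundancy analysis of the 3 groups with strains as units. The paper's permutation p for the separation of SK11, lineage A and lineage B is 0.002, and the value here was 7.215e-05 (exact permutation test, the smallest that the arrangements can give). Every alternative set before the data were examined also differed from the paper's value: 7.215e-05 with no filter and with total counts per library, 0.00123 with raw counts z-transformed, and 0.000144 to 0.000433 without each library in turn. With the 6 strains as units, a setting chosen after the data were seen, the exact permutation p was 0.0167, above the paper's value. All of these p-values but the one from raw counts are the smallest that their arrangements can give. Their distance from 0.002 thus depends on the number of arrangements and does not show a disagreement. The number of permutations behind the paper's value is not given in the sources used here.

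The paper reports no significant difference between replicates. In every strain replicate 2 had the higher total count, so that the replicate number cannot be told apart from depth. The exact permutation p for the replicate number was 0.03125 here, and 0.0625 to 0.1562 without A3 replicate 1, A5 replicate 1, A5 replicate 2, B1 replicate 2, B2 replicate 1 or SK11 replicate 1.

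The paper counts LACR_0948 among the genes that are differentially expressed in all derivatives, and here it was not called in B7 (log2 fold change 2.23, adjusted p = 0.0615 from edgeR's quasi-likelihood test), so that 3 genes were shared by all where the paper has 4. It was called in A3, A5, B1 and B2. In B7 it was called under total counts per library (adjusted p = 0.0405) and without SK11 replicate 1 (adjusted p = 0.0128 from edgeR), and in none of the other settings in which it was tested, and in the fit of B7 and SK11 alone it did not pass the filter on low counts.

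The paper's text places the B1 mutation of the KinF/LlrF operon in LACR_1844 and the B2 and B7 mutations in LACR_1845. By the coordinates in the deposited table, the position in B1 lies at codon 171 of the 226 codons of LACR_1845, and those in B2 and B7 at codons 177 and 21 of the 457 codons of LACR_1844, as the paper's Supplementary data 2 also lists them.

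The paper states that inspection of the mutated genes gave no direct link to genes with changed RNA. Here LACR_1726, which carries a deletion in B1 and B7, was differentially expressed in B1, B2 and B7 (log2 fold changes 4.69, 4.52 and 3.25). The paper's own Table 1 also lists LACR_1726 as changed in these derivatives. LACR_1265 was called in B1 (-2.12), LACR_1844 in B2 (2.05) and B7 (2.04), and LACR_1845 in B2 (2.19). The other 7 listed genes were not called. LACR_1844 was called in the derivatives with a mutation in it, B2 and B7, and lay under the fold threshold in B1 (1.62), where the direct comparisons of B1 with B2 (adjusted p = 0.637 from edgeR) and with B7 (adjusted p = 0.287) did not pass. Both calls were lost without SK11 replicate 2 (1.90 in B7), and that in B2 also without B2 replicate 2 (1.67). For the other called genes, calls and mutations did not coincide, and the call of LACR_1265 in B1 was lost without SK11 replicate 2 (-1.96). LACR_1265 carries the same substitution in B7, at -0.31 (adjusted p = 0.44 from edgeR), and none in B2, at -1.87 (adjusted p = 0.000691), LACR_1726 has no listed change in B2, and LACR_1845 is mutated in B1 (1.78) but called in B2, where the call was lost without B2 replicate 2 (1.69) and the direct comparison of B1 with B2 did not pass (adjusted p = 0.75 from edgeR).

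Of the 228 log2 fold changes in Table 1, 0 differed from the value here by more than the SE of the value here, and the largest difference was 0.065. The counts of differentially expressed genes were higher here. The paper gives 156 genes in B1, 21 shared in lineage A and 62 shared in lineage B, and 214, 25 and 80 were found here. Of the 214 genes in B1, 153 were also called in the authors' deposited table, and the other 61 all have a fold change of exactly 0 there. With only the genes of the authors' comparisons, edgeR's quasi-likelihood test gave 154, 21 and 61.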

Other observations

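No hypothesis is tested in this part, and the genes and lists come from the rules set for the text. At the adjusted p alone, 1016 of all 2358 genes tested passed in B1 (521 higher and 495 lower), 872 in B2 (450 and 422) and 684 in B7 (323 and 361). In A3 66 passed and in A5 58. A list with a share of passing genes near these says nothing particular about its genes. Most genes of fatty acid synthesis and some of other metal ion transport were lower in lineage B. Of 15 genes of fatty acid synthesis tested, 11 in B1, 12 in B2 and 11 in B7 were lower at the adjusted p from edgeR's quasi-likelihood test, none was higher, and none passed in A3 or A5 (13, 12 and 12 when adjusted over the list alone). They include LACR_0830, for the alpha subunit of acetyl-CoA carboxylase, the enzyme that starts fatty acid synthesis, with log2 fold changes of -1.97 in B1 (SE 0.176, adjusted p = 1.18e-05 from edgeR), -1.58 in B2 and -0.95 in B7. Of 25 other genes of metal ion transport, 11 were lower and 4 higher in B1, 11 and 3 in B2, and 8 and 3 in B7, and none passed in A3 or A5 (15, 16 and 11 passed in lineage B when adjusted over the list alone). Among them were genes annotated as periplasmic component or surface antigen of a metal ion ABC transporter. Of these, LACR_0362 was at -3.05 in B1, -2.55 in B2 and -1.68 in B7, and LACR_0364 at -2.32, -2.50 and -1.85. The label is by annotation only, and what these proteins transport was not examined. The only member differentially expressed in B7 was higher, LACR_1042, for a cation transport ATPase, at 2.77 in B1, 3.02 in B2 and 2.56 in B7, with 2 counts in SK11. Its calls were lost in 4 settings in B1, 2 in B2 and 12 in B7. Of 11 genes of amino acid transport, 6 in B1, 6 in B2 and 5 in B7 were lower, among them LACR_1995 at -2.59, -2.31 and -2.50, and 3, 2 and 2 were higher (10, 9 and 8 when adjusted over the list alone). Lists matched by product name hold only genes whose product was used here. LACR_1995, LACR_2541, LACR_2086 and LACR_1309 are in such lists only because Table 1 names them as differentially expressed. Their calls were therefore fixed by that choice.

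Some stress genes changed in lineage B, where a large share of all genes also passed the adjusted p. Of 12 genes of heat shock and protein quality control, 0 were differentially expressed in any derivative by edgeR, 4 in B1, 5 in B2 and 3 in B7 were higher at the adjusted p, 2 in B7 were lower, and none passed in A3 or A5 (4, 5 and 7 in lineage B and 0 and 1 in A3 and A5 when adjusted over the list alone). *clpP* (LACR_0700), for the proteolytic subunit of a protease that degrades damaged proteins, had log2 fold changes of 1.53 in B1, 1.11 in B2 and 0.93 in B7. Of 11 genes of oxidative stress defence, 6 were higher and 2 lower in B1 and in B2, 5 and 2 in B7, and 3 higher in A3 (8, 9, 8 and 6 when adjusted over the list alone). The thiol peroxidase gene LACR_0340 was at 2.30 in B1 (SE 0.308, adjusted p = 0.000147 from edgeR), 2.76 in B2 and 1.18 in B7. Of 3 universal stress protein genes, LACR_2541 was differentially expressed and lower in B1 (-3.78), B2 (-3.59) and B7 (-2.41), and in B7 the call was lost without B7 replicate 1 (adjusted p = 0.0718 from edgeR), and in B2 it was at -5.66 without B2 replicate 1, while 1 other in B1 and 2 in B7 were higher (2, 1 and 3 when adjusted over the list alone). Of 3 cold shock genes, 1 in B2 was lower (3 when adjusted over the list alone).

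For the other lists, the numbers in brackets are those adjusted over the list alone. Of 8 genes of arginine metabolism, 4 in B1, 1 in B2 and 1 in B7 were lower (4, 1 and 0 when adjusted over the list alone). Of 9 sugar phosphotransferase genes tested, 1 in A3, 5 in B1 and 3 in B2 were lower (4, 6 and 3). Of 13 peptide transport genes, 4 were higher and 4 lower in B1, 3 and 6 in B2, and 3 and 1 in B7 (9, 9 and 6, and 1 in A5). Of 13 glycosyltransferase genes, 1 was higher in A3 and in A5, 1 higher and 2 lower in B1, 2 and 1 in B2, and 1 lower in B7 (1, 1, 3, 3 and 1). Of 13 genes of peptidoglycan and the cell wall, 3 were higher and 3 lower in B1, 2 and 3 in B2, and 1 and 3 in B7 (6, 5 and 4). Of 9 two-component system genes, 1 was higher in A3 and 2 were higher and 2 lower in B1, in B2 and in B7 (1, 4, 4 and 5). Of 7 glycolysis genes, 3 were higher and 1 lower in B1, 2 and 1 in B2, and 1 higher in B7 (4, 3 and 1), and of 7 aminoacyl-tRNA synthetase genes 1 was higher in B1 and in B2 (1 and 1). Of 10 phage genes, 2 in B1 and 1 in B7 were lower (2 and 1, and 2 in A5). The ketol-acid reductoisomerase gene LACR_1309, the only member of the list for branched-chain amino acids, was at 2.36 in B1, 2.21 in B2 and 2.02 in B7, and fell under the fold threshold in B1 without B1 replicate 1 (1.96) and in B7 without B7 replicate 1 (1.64) or SK11 replicate 2 (1.86) and with the replicate block (1.99). The single purine gene tested had log2 fold changes of 1.83, 1.70 and 1.44 in B1, B2 and B7, and the single further pyrimidine gene one of 0.80 in B1, where it was higher at the adjusted p.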
